# Hypoxia/reperfusion predisposes to atherosclerosis

**DOI:** 10.1371/journal.pone.0205067

**Published:** 2018-10-05

**Authors:** Richard Finsterwalder, Minu Karthika Ganesan, Heide Leb, Andreas Habertheuer, José Basílio, Irene Lang, Milica Krunic, Dominik Wiedemann, Peter Petzelbauer

## Abstract

Surgical interventions on blood vessels bear a risk for intimal hyperplasia and atherosclerosis as a consequence of injury. A specific feature of intimal hyperplasia is the loss of vascular smooth muscle cell (VSMC) differentiation gene expression. We hypothesized that immediate responses following injury induce vascular remodeling. To differentiate injury due to trauma, reperfusion and pressure changes we analyzed vascular responses to carotid artery bypass grafting in mice compared to transient ligation. As a control, the carotid artery was surgically laid open only. In both, bypass or ligation models, the inflammatory responses were transient, peaking after 6h, whereas the loss of VSMC differentiation gene expression persisted. Extended time kinetics showed that transient carotid artery ligation was sufficient to induce a persistent VSMC phenotype change throughout 28 days. Transient arterial ligation in ApoE knockout mice resulted in atherosclerosis in the transiently ligated vascular segment but not on the not-ligated contralateral side. The VSMC phenotype change could not be prevented by anti-TNF antibodies, Sorafenib, Cytosporone B or N-acetylcysteine treatment. Surgical interventions involving hypoxia/reperfusion are sufficient to induce VSMC phenotype changes and vascular remodeling. In situations of a perturbed lipid metabolism this bears the risk to precipitate atherosclerosis.

## Introduction

Arteries and veins consist of 3 layers; the adventitia, largely constituted of connective tissue and fibroblasts, the media mainly containing vascular smooth muscle cells (VSMCs) and the intima. Separated from the media by the internal elastic lamina, the intima consists of loose connective tissue intermingled with few VSMCs and a monolayer of endothelial cells (ECs) resting on a basal membrane forming the interface to the bloodstream. VSMCs of the intima are known to respond to almost any sort of physical or chemical injury by proliferation and migration, resulting in thickening which is termed intimal hyperplasia (IH).[1]. Of note, distinctions should be made between acute versus chronic injury, the latter occurring with aging; age-associated vascular remodeling is a risk factor for atherosclerosis in humans.[2–4] Excessive IH can cause morbidity by narrowing the vessel lumen or by priming the vessel for atherosclerosis.[5] This is of special importance for patients subjected to coronary revascularization procedures, such as bypass grafting or stenting since the long term patency is significantly limited by negative vessel remodeling.[1]

Normally, VSMCs are in a contractile state (i.e., quiescent / non-proliferating) and form direct contacts with ECs.[6] VSMCs express high levels of cytoskeleton stabilizing proteins, such as Smooth muscle α-actin (ACTA2), SM22α, SM MHC, Calponin1 (CNN1), Smoothelin and H-caldesmon. In addition, the contractile state is characterized by very low cell division rates and a very restricted migratory capacity of VSMCs. The typical response of VSMCs to any type of injury is a change of their phenotype from contractile to synthetic; they rearrange their cytoskeleton, proliferate and lose expression of cytoskeleton stabilizing genes such as *Cnn1* and *Acta2*.[7] The role of VSMC cytoskeleton stabilizing genes is highlighted in patients with mutations in the *Acta2* gene or its promoter, leading to a higher risk for coronary disease.[8, 9]

The VSMC phenotype switch has already been investigated in cell culture and is readily induced by growth factors such as PDGF, platelet-derived factors or inflammatory mediators such as TNF.[7, 10–12] Other mechanisms which are known to stimulate VSMCs in a way to trigger phenotype conversion are hypoxia and the resulting reactive oxygen species (ROS) generation.[13] However, simple cell culture approaches such as the culture of VSMCs do not accuaretly portray vascular injury as vital players of inflammation, platelets and endothelial cells are not part of the equation.[14]

*In vivo* experiments mainly have focused on long term outcomes such as restenosis and therefore do not elucidate the immediate response of blood vessels to injury. In addition, most models cause severe vascular damage such as constant pressure overload (venous bypass) or structural damage such as endothelial denudation (wire injury). In these models VSMCs are exposed to continuous stress over a period of days to weeks, which makes it difficult to analyze the initial vessel response and its resolution.[15, 16]

In this publication we have compared the responses of blood vessels subjected to bypass grafting or transient arterial ligation. These diverse surgical techniques yielded surprisingly comparable results within the first 24h after injury in terms of a transient inflammatory response and a persistent VSMC phenotype change. Extending the observation period to 28 days showed that temporary arterial ligation was sufficient to induce both, persistent changes in VSMC morpholgy and mRNA expression. Furthermore, mild IH occured, which was resistant to treatment. Most importantly, transient arterial ligation in a hypercholesteremic environment led to overt atherosclerotic lesion formation in the injured segments.

## Materials & methods

### Mice

8–10 week old, male C57BL/6J mice were housed for 2 weeks on a light/dark (12-hour/12-hour) cycle at 24°C and received food and water *ad libitum* before experimentation. All experiments were performed according to protocols approved by the Institutional Committee for Animal Research and Care at the Medical University of Vienna (BMWF-66.009/0266-WF/V/3b/2014).

13–18 week old, male ApoE knockout mice were housed for 2 weeks on a light/dark (12-hour/12-hour) cycle at 24°C and received food and water *ad libitum* before experimentation. 2 weeks prior to surgery the diet was changed to a western diet (E15723-34, ssniff Spezialdiäten GmbH, Germany) which was maintained until 4 weeks after surgery, when the experiment ended.

### Bypass grafting, carotid artery mobilization and transient ligation procedures

Heparin (6U) was injected subcutaneously 60min prior to surgery. Narcosis was initiated by intraperitoneally injection of 0,3mg/kg Medetomidine, 1mg/kg Midazolam, 0,03mg/kg Fentanyl and 10mg/kg Ketamine. After surgery, the narcosis was antagonized by subcutaneous injection of 1mg/kg Atipamezole and 0,1mg/kg Flumazenil. After surgery, Buprenorphine was injected subcutaneously for analgesic purpose. To maintain body temperature, all surgical procedures were performed on a heat plate (37°C). After surgery, mice were placed under a heat lamp to aid recovery.

Bypass grafting was performed as described previously.[16] Briefly, the carotid artery was mobilized, double-ligated, cut between the ligations and the ends were pulled through plastic cuffs, temporarily fixed in place via clamps, flipped over the cuffs and fixed in place. The inferior vena cava, excised from a donor mouse, was pulled over the cuffs and fixed in place. Following removal of the clamps, pulsatile flow was monitored and the wound sutured.

For the ligation procedure, the right common carotid artery was mobilized, care was taken to leave the adventitia in place and transiently ligated at the most upper and lower accessible end using removable slip knots made from 8–0 silk thread. Reperfusion was restored by thread removal after 20min or 60min as indicated. Sham animals were subjected to the same surgical mobilization procedure, but without ligation of the carotid artery.

For Sorafenib treatment, (CT-SR001, Chemietek, Indianapolis, IN, USA) Sorafenib was solubilized in Dimethyl sulfoxide (DMSO) and a 1μM Sorafenib solution (in 0.09% NaCl) was applied to the wound cavity during surgery. After ligation removal, a 20% w/v pluronic gel (P2443, Sigma-Aldrich, Darmstadt, Germany) containing 1μM Sorafenib/DMSO was placed around the artery, followed by wound closure. For Cytosporone-B treatment, the same procedure as for Sorafenib was applied with a Cytosporone-B concentration of 3μM in NaCl as well as 3μM in pluronic gel. For anti-TNF treatment, 100μg anti TNF antibody (MP6-XT3) or sham antibody (Rat IgG1 kappa Isotype Control, 16-4301-81, Thermo Fisher Scientific) was injected intraperitoneally 12h prior to surgery as well as 1h prior to surgery. For N-Acetylcysteine (NAC) treatment, 400mg/kg NAC/sham (saline) in a volume of 100μl was injected intravenously 5min before the 20min ligation period started. Animals were sacrificed at indicated times.

### Histology and immunofluorescence

Excised vascular segments were dissected to exclude regions where ligations were placed or anastomoses. For samples from ApoE knockout mice, the segment between the ligations, as well as the zone of bifurcation was analyzed. Vascular segments were fixed in 4% paraformaldehyde, embedded in an upright position in paraffin, cut sequentially into 4μm sections and subjected to hematoxylin and eosin staining (H&E) or immunofluorescence staining. The distance between sections ranged from 200μm to 300μm. For immunofluorescence, the following antibodies were used at indicated concentrations: anti-ACTA2 (Abcam, ab21027) (1:1000), anti-ICAM-1 antibody [YN1/1.7.4] (Abcam, ab119871) (1:200). Secondary antibodies were Alexa Fluor 546 (Invitrogen, A11056) and Alexa Fluor 647 (Jackson Immuno-research, 712-606-153), both utilized at a 1:200 dilution.

Quantification of nuclear sizes was performed by ImageJ on H&E sections. IH and atherosclerosis were analyzed on H&E sections.

### mRNA expression

Following excision of the venous bypass grafts, the anastomosis zones were removed and the grafts were subjected to RNA sequencing. Sequencing libraries were prepared by the Core Facility Genomics at the Medical University of Vienna using the SMARTer Ultra Low Input RNA for Illumina Sequencing in combination with the Low Input Library Prep Kit (Promega). Libraries were sequenced on the Illumina HiSeq 2000 platform in the 50 bp SR Modus. fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (version 0.11.5) was used to check the quality of reads. Reads were mapped to mouse genome reference (mm9) using gsnap [17, 18] (version 2013-05-09) with the non-default parameter: max-mismatches (−m) 10. For Expression quantification and differential expression analysis counted reads were mapped to each gene (counts) using HTSeq-count[19] (version 0.5.4p3) with parameters:—stranded = no, -a 19 and a mouse GTF file downloaded from UCSC. Differential expression (DE) analysis was performed using DESeq2[20] (version 1.14.1) package in R. For pathway analysis, the genes tested for DE were connected with pathways from Reactome pathway Knowledgebase.[21] For each reactome pathway, which had 20 to 80 genes, a *pathway score* was calculated, as an average value of *log2fold* changes (logarithm with basis 2 of fold changes) of genes belonging to that pathway, normalized by standard deviation (sd) of these *log2fold* changes. Pathways were ranked based on their *pathway score* (from highest to lowest value). Significantly up-regulated pathways were defined as the top 10% pathways in the ranked pathway list. Similarly, significantly down-regulated pathways are the bottom 10% pathways in the ranked pathway list.

Using the MsigDB_XML_Browser-1.0_beta software[22] (msigdb_v6.1,), from the Curated and Gene Ontology (GO) collections all those gene sets related to the term “smooth muscle” were extracted and subjected to further analysis. Human gene symbols were converted to mouse gene symbols using an in-house bash script based on the Gnu Parallel tool[23] and the ortholog information (Ensembl Biomart version 87).

As p-value and log fold change (LogFC) is often used to evaluate significant results from differential expression analysis and the up/down-regulated genes are usually at the top/bottom of the ranked gene list, we use the signed -log_10_(p-value) to rank genes, where the sign is from LogFC, as previously described.[24]

To assess the enrichment of the smooth muscle related gene sets, in the different time points, GSEA Preranked tool was used.[22, 25] Only gene sets showing a significant change (FDR ≤ 0.05) in any assessed time point are displayed.

Heat maps were produced either using the R package ggplot2[26], or Morpheus, a matrix visualization and analysis software developed by the Broad Institute (https://software.broadinstitute.org/morpheus/). Results of the RNA sequencing analysis are available at the GEO database by utilizing the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119549.

For rtPCR, Taqman assays on demand from Thermo-Fischer Scientific were used (*E-Selectin* [Mm01310197_m1], *Icam-1* [Mm00516023_m1], *Cnn1* [Mm00487032_m1], *Acta2* [Mm01546133_m1], *Interleukin1 beta* [Mm00434228_m1], *Interleukin6* [Mm00446190_m1], *Cxcl*1 [Mm04207460_m1], *S100a9* [Mm00656925_m1], *Cd45* [Mm01293577_m1], *Nr4a1* [Mm01300401_m1], *Pdgf β* [Mm00440677_m1], *Hif1α* [Mm00468869_m1] *B2m* [Mm00437762_m1]). Fold change was calculated using the 2^-ΔΔCT^ method as described previously.[27]

### Statistics

Statistical analysis was performed using GraphPad Prism version 5.03 for Windows, GraphPad Software, San Diego California USA. Respective statistical tests are shown in the legend of each figure. Data is presented as mean ± SD. A P-value <0,05 was considered as statistically significant (*) (<0,01 = **; <0,001 = ***).

## Results

### Bypass surgery and transient ligation, both induce transient inflammation and VSMC activation within 24h

To screen for immediate changes in a vessel subjected to bypass grafting, a vein graft model was used, which consistently induces intimal hyperplasia within 28 days.[16] mRNA sequencing analysis was performed on bypass grafts obtained 1, 6 and 24h after grafting to monitor the immediate reaction of the tissue to injury.

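Within 1 h of grafting, cytokine, chemokine and immediate early genes were higher in the grafts than in control vena cava. By 6 h single genes of fat cells and perivascular cells were lower. At 1 h after grafting, 125 genes were higher and 1 was lower than in control vena cava at an adjusted p under 0.05 from edgeR, of 11123 tested. At 6 h, 621 genes were higher and 177 were lower. Leaving out control vena cava replicate 2 brought the lower count to 113 and the higher count to 480. Both counts were smaller still without control vena cava replicate 1 or 3. Among the largest rises at 6 h were those of Cxcl5 (log2 fold change 11.50, adjusted p = 9.96e-07) and Cxcl3 (11.35, adjusted p = 3.34e-06), chemokines that attract neutrophils. Trem1, a receptor of neutrophils and monocytes that amplifies inflammation, rose by 11.22 (adjusted p = 2.86e-06). Il1f9, a cytokine of the interleukin 1 family, had 1 count over the control libraries, in replicate 2. Its ratio to control was 2299 at 1 h (95% counting interval 412 to 90860) and 5961 at 6 h (1070 to 235500). The largest falls at 6 h included Fgf10, a growth factor of connective tissue (-6.27, adjusted p = 0.00409) and Adrb3, the adrenergic receptor of fat cells (-3.79, adjusted p = 0.0168). Cd248, a surface glycoprotein of perivascular cells and fibroblasts, had a log2 fold change of -3.78 (adjusted p = 0.0160). Without graft 6 h replicate 1 Fgf10 was at -8.10, without replicate 5 Adrb3 at -5.21 and without replicate 4 Cd248 at -4.46. The single gene lower at 1 h was Grb7, an adaptor of receptor tyrosine kinases, with 2 counts over the 1 h libraries against 1001 in the controls (ratio 0.00236, counting interval 0.000285 to 0.00854, adjusted p = 0.0444). Its adjusted p was between 0.0676 and 0.121 with any 1 of the 8 libraries left out. Between 1 h and 6 h, 293 genes rose and 113 fell. Leaving out graft 1 h replicate 1, 3 or 4 brought this count of 406 to 228, 263 or 242, and leaving out graft 6 h replicate 3 brought it to 257. At 24 h, 1313 entries were higher and 1334 lower than in control vena cava in the authors' deposited table, at an adjusted p under 0.05. That table has 290 higher and 82 lower at 1 h, and 1117 and 595 at 6 h, so its counts are not comparable with those of edgeR.

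Inferior vena cava was excised from donor mice and placed into the carotid artery over cuffs, and the RNA of the graft without its anastomosis zones was sequenced after low-input amplification. The counts of 4 control vena cavae, 4 grafts at 1 h and 5 grafts at 6 h were used. Each counted entry is a RefSeq transcript, called a gene here. Total counts per library ranged from 8569614 to 11029712 in controls, from 7897624 to 8359934 at 1 h and from 10171059 to 11816124 at 6 h. All 13 libraries were normalized by TMM and fitted together by edgeR's quasi-likelihood method, whose 2-sided p-values were adjusted by Benjamini and Hochberg. DESeq2 called 289 genes higher and 45 lower at 1 h, 1032 and 572 at 6 h, and 537 and 381 between 1 h and 6 h. With scaling by library totals only, the median log2 fold change of all genes moved from -0.05 to -0.46 at 6 h, and 453 genes were higher and 604 lower. Between 1 h and 6 h this scaling moved the median from 0.00 to -0.31, with 171 higher and 239 lower, and at 1 h from -0.04 to -0.14, with 105 higher and 1 lower. The sample labels carry a number read here as the lane, 7 for control and 6 h libraries and 8 for the 1 h and 24 h libraries. Lane and time cannot be told apart in comparisons of 1 h or 24 h with control or 6 h, whereas 6 h and control share a lane. For 24 h, the count tables hold 5 columns where 4 samples have that label, so these columns were not used here, and values at 24 h are those of the authors' deposited table.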

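Genes that regulate the migration, contraction and differentiation of smooth muscle cells stood higher as groups in grafts at 1 h than in control vena cava, and few single members moved. Of 41 measured regulators of migration, 3 rose and none fell at 1 h by edgeR (4 and 0 when adjusted over the list alone). At an unadjusted p under 0.05, 6 were higher and 1 lower, and DESeq2 called 4 and 0. The 3 were Tnfaip6, a hyaluronan-binding protein made in inflamed tissue (log2 fold change 3.78, adjusted p = 0.000151), and Adamts1, a matrix protease (3.03, adjusted p = 0.000284), with Trib1, a pseudokinase that restrains smooth muscle growth (4.16, adjusted p = 0.0192). Trib1 had an adjusted p of 0.0662 without control vena cava replicate 2 and 0.0679 without replicate 4, within a range of 4.00e-06 to 0.131 over its alternatives. Its log2 fold change was 5.09 without control vena cava replicate 3. Of 35 regulators of contraction, 2 rose and none fell at 1 h (5 and 0 when adjusted over the list alone), with 7 and 0 at an unadjusted p under 0.05 and 4 and 0 by DESeq2. These were Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, and P2rx1, an ATP-gated channel of smooth muscle and platelets (7.03, adjusted p = 0.0460). Leaving out any 1 library other than control vena cava replicate 4 or graft 1 h replicate 3 gave P2rx1 an adjusted p of 0.0587 to 0.156, the highest of its alternatives, which began at 2.85e-06. Without control vena cava replicate 4 its controls held 1 count, and its ratio to them was 708.1 (95% counting interval 126.7 to 28000), and its log2 fold change without graft 1 h replicate 2 was 6.41. Of 36 genes of differentiation and development, 1 rose at 1 h and none fell (1 and 0 when adjusted over the list alone, 5 and 0 at an unadjusted p under 0.05, 1 and 0 by DESeq2). It was Adm, the vasodilator peptide adrenomedullin and a target of hypoxia (1.62, adjusted p = 0.00300). Preranked enrichment on the signed p-values gave adjusted p = 0.00390 for migration, 0.00390 for contraction and 0.0108 for differentiation at 1 h, all upwards. All 3 held with an estimated correlation between genes (adjusted p = 0.00986, 0.0363 and 0.0190), and differentiation did not pass on the authors' p-values (adjusted p = 0.0904, range over alternatives 0.000314 to 0.0904). At the same time point, 3 of 14 platelet markers and 10 of 22 neutrophil markers were higher in these grafts.

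Regulators that restrain smooth muscle proliferation did not pass the enrichment test at 1 h (adjusted p = 0.138) or at 6 h (adjusted p = 0.289). Of 32 measured, 1 rose at 1 h, namely Trib1 (1 and 0 when adjusted over the list alone). At 6 h, 4 rose and 1 fell (5 and 2 when adjusted over the list alone), the former being Trib1, Sod2, Igfbp3 and Hmox1, the heme oxygenase of oxidative stress (5.35, adjusted p = 0.000122, or 6.05 without control vena cava replicate 2). Igfbp5, a binding protein of insulin-like growth factors, was lower (-2.02, adjusted p = 5.27e-05). Igfbp3, a related protein named after its values were seen, had a log2 fold change of 1.88 (adjusted p = 0.0462, or 2.54 without control vena cava replicate 2), and an adjusted p of 0.0777 to 0.138 without any 1 library other than control vena cava replicate 2 or graft 6 h replicate 5. With library totals, 3 of these regulators were higher and 4 lower at 6 h. Migration regulators split at 6 h into 8 higher and 2 lower (10 and 5 when adjusted over the list alone, enrichment adjusted p = 0.235). Library totals reversed this balance to 5 higher and 7 lower. The 2 lower were Igfbp5 and Nrp1, a coreceptor of growth factors that was named after its values were seen (-1.03, adjusted p = 0.00919). Contraction regulators had 5 higher and 0 lower at 6 h (6 and 0 when adjusted over the list alone, enrichment adjusted p = 0.0952): Ptgs2, P2rx1, Sphk1, Adora2b and Rock2. Rock2, the kinase that raises the calcium sensitivity of contraction, was higher by 1.34 (adjusted p = 0.00640, and 0.0665 with library totals, the highest of its alternatives, which began at 0.000284). Differentiation genes had 4 higher and 0 lower at 6 h (7 and 1 when adjusted over the list alone): Adm, Hif1a, Sod2, the mitochondrial superoxide dismutase, and Jag1, a Notch ligand (1.46, adjusted p = 0.0164). Jag1 had an adjusted p of 0.0617 without control vena cava replicate 3 and 0.0501 without replicate 4 (range over alternatives 0.00257 to 0.0619). Their enrichment test gave an upward adjusted p of 0.0348 although the median log2 fold change was -0.03. With an estimated correlation the adjusted p was 0.271, and no other test against other genes passed (adjusted p from 0.0755 to 0.280). Fry, which tests a list against no change, passed all 4 of these lists at 6 h (adjusted p from 0.00102 to 0.00721). At 24 h none of these 4 lists passed in enrichment on the authors' deposited table (adjusted p between 0.426 and 0.528). The lists were written from general knowledge before the data were examined and are not the gene sets of the paper.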

Analysing all pathways associated with smooth muscle cell behaviour revealed significant changes (Fig 1A). 

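Genes that promote smooth muscle proliferation, among them cytokines and immediate early transcription factors, were higher as a group in the graft at 1 h and at 6 h, while no cell cycle gene was called. Of 48 measured genes of this kind, 7 rose and none fell at 1 h by edgeR (9 and 0 when adjusted over the list alone). At an unadjusted p under 0.05 there were 11 and 0, and by DESeq2 9 and 0. Il6, a cytokine that also drives the acute phase response, had a log2 fold change of 7.99 (standard error 0.35, adjusted p = 2.52e-09). Jun, a subunit of the AP-1 transcription factor, rose by 5.19 (standard error 0.39, adjusted p = 6.63e-07), and Egr1, a zinc finger factor induced by injury and stretch, by 4.45 (standard error 0.60, adjusted p = 0.000505), or by 5.68 without control vena cava replicate 1. Ptgs2, which makes prostaglandins, rose by 6.18 (standard error 0.67, adjusted p = 6.30e-05). These are also genes of acute inflammation and of the early response of many cell types. At 6 h, 14 of the list were higher and none was lower (20 and 1 when adjusted over the list alone, 19 and 1 by DESeq2, 14 and 2 with library totals). Markers of neutrophils and platelets rose in the same grafts, with 17 of 22 neutrophil markers (median log2 fold change 8.98, or 7.95 with members of few control counts at their bound) and 9 of 14 platelet markers (3.93) higher at 6 h, both lists at adjusted p = 0.0500 with an estimated correlation. Thbs1, a matrix glycoprotein released by platelets and injured vessels, was then higher by 5.57 (standard error 0.29, adjusted p = 6.96e-09), Ptgs2 by 9.44 (adjusted p = 1.05e-06) and Jun by 3.21 (adjusted p = 1.92e-05). Without control vena cava replicate 3, Ptgs2 was higher by 7.07 at 1 h and 10.33 at 6 h. The enrichment test gave adjusted p = 0.000664 at 1 h and 0.000636 at 6 h, and with an estimated correlation 0.000213 and 0.000439. The mean log2 CPM of the list was 3.47 ± 0.27 (SD, n = 4) in control vena cava, 4.66 ± 0.30 (SD, n = 4) at 1 h and 5.34 ± 0.15 (SD, n = 5) at 6 h. Every 1 h library lay above every control (exact 2-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow), and so did every 6 h library (exact p = 0.00794, the smallest that 5 against 4 allow). At 24 h, 16 of 50 members were higher and 2 were lower in the authors' deposited table (16 and 3 when adjusted over the list alone), and enrichment on its p-values gave adjusted p = 0.00280. Of 25 genes of DNA replication and mitosis, 0 changed at 1 h and 0 at 6 h by edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. In simulated data, edgeR called 16.4% of planted 4-fold changes at 1 h and 13.4% at 6 h. The lack of calls therefore does not exclude a change of these genes.

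**Figure D1:**
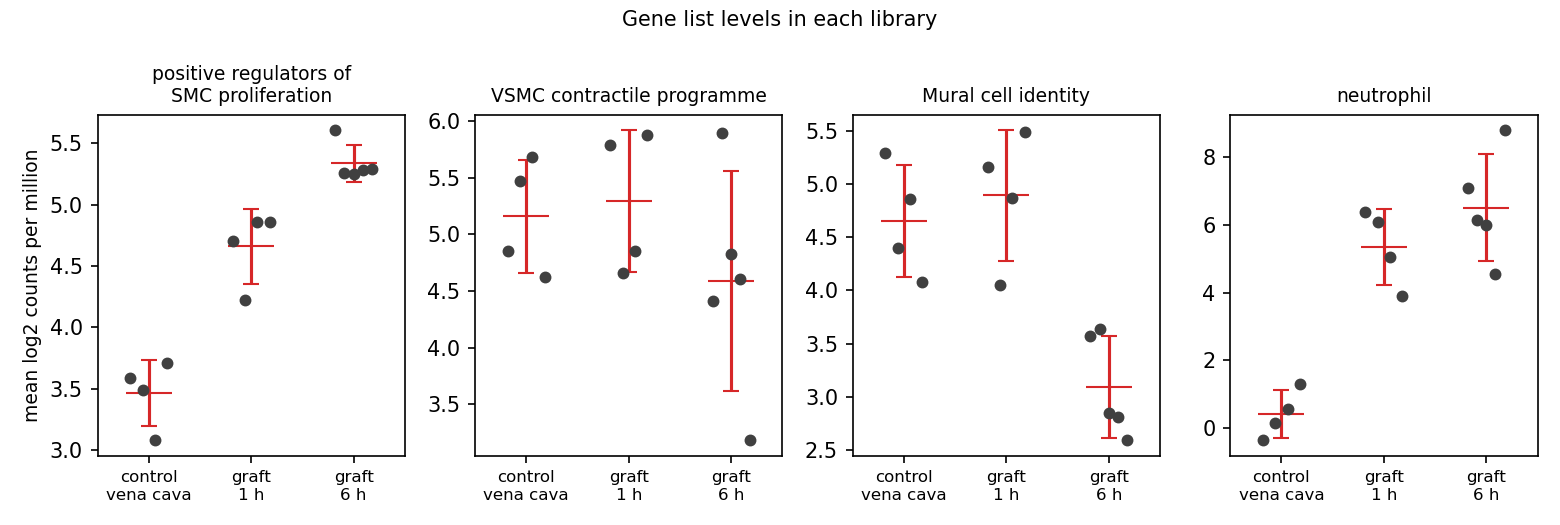
Mean log2 CPM of 4 gene lists in each library (points), with the mean and SD of each group in red, for control vena cava and grafts at 1 h and 6 h. Positive regulators of proliferation were at 3.47, 4.66 and 5.34 in the 3 groups, and mural cell genes at 4.65, 4.89 and 3.09.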

Most importantly, the pathway responsible for positive regulation of SMC proliferation was uniformly upregulated as early as 1h post-surgery. In addition, an individual assessment of genes associated with the VSMC phenotype switch was performed (Fig 1B). 

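Of the VSMC genes of Fig 1B with measurable counts, none differed from control vena cava at 1 h or 6 h by edgeR, while Acta2 and Tagln fell between 1 h and 6 h, as did mural cell and fibroblast markers. Acta2 encodes smooth muscle alpha-actin and lies on chromosome 19 of mm9 from 34315580 to 34329826 (NM_007392). Its level was 219.5 ± 75.8 CPM (SD, n = 4) in control vena cava, 271 ± 117 CPM (SD, n = 4) at 1 h and 101.04 ± 34.6 CPM (SD, n = 5) at 6 h. At 6 h its log2 fold change was -1.12 (standard error 0.34, adjusted p = 0.0628 from edgeR), and from 1 h to 6 h it was -1.42 (standard error 0.34, adjusted p = 0.0327). The 6 h value passed the threshold by DESeq2 (-1.18, adjusted p = 0.0181), with library totals (-1.54, adjusted p = 0.0137), with upper-quartile normalization (-1.24, adjusted p = 0.0388) and with the authors' p-values (adjusted p = 0.00538). Over all alternatives this p ranged from 0.00538 to 0.198. Without control vena cava replicate 4 it was 0.0417 and without graft 6 h replicate 3 it was 0.0336. The fall of Acta2 from 1 h to 6 h had an adjusted p of 0.105 and 0.109 without graft 1 h replicates 1 and 4, and of 0.0699, 0.0727, 0.0720 and 0.0771 without graft 6 h replicates 1, 2, 4 and 5. Tagln encodes transgelin, an actin-binding protein of contractile cells (chromosome 9, 45737711 to 45744141, NM_011526). It was at 187 ± 62.7 CPM (SD, n = 4) in controls, 285 ± 59.0 CPM (SD, n = 4) at 1 h and 134 ± 37.5 CPM (SD, n = 5) at 6 h. Its log2 fold change was 0.61 at 1 h (adjusted p = 0.663), -0.48 at 6 h (adjusted p = 0.390) and -1.09 from 1 h to 6 h (standard error 0.28, adjusted p = 0.0452). That last value did not pass with the authors' p-values (0.147) or without graft 1 h replicates 1, 2 and 4 (0.118, 0.0846, 0.132) or graft 6 h replicates 1, 2, 3 and 5 (0.105, 0.0587, 0.0944, 0.101). Over the same interval the list of mural cell genes outside the contractile apparatus was lower, with a median log2 fold change of -1.50 (camera adjusted p = 0.000309, and 0.0200 with an estimated correlation). Relative to that list in the same library, Acta2 was higher at 6 h than at 1 h by 0.44 (exact 2-sided permutation test, p = 0.238) and Tagln by 0.69 (exact p = 0.103), a comparison chosen after the data were seen. Fibroblast markers fell over this interval too, with 4 of 16 lower and 1 higher by edgeR (12 and 1 when adjusted over the list alone, camera adjusted p = 4.14e-08, and 0.0200 with an estimated correlation). Relative to them, Acta2 differed by -0.49 (exact p = 0.167) and Tagln by -0.24 (exact p = 0.270). Relative to endothelial genes Acta2 stayed lower at 6 h, by a log2 difference of -1.05 from 1 h (exact p = 0.0159) and -1.41 from control (exact p = 0.00794), and Tagln differed by -0.80 from 1 h (exact p = 0.0556). Cald1 encodes caldesmon, which binds actin and myosin (chromosome 6, 34548500 to 34725473, NM_145575). It was at 240.1 ± 37.1 CPM (SD, n = 4) in controls, 281 ± 27.7 CPM (SD, n = 4) at 1 h and 345 ± 107 CPM (SD, n = 5) at 6 h, with a log2 fold change of 0.52 at 6 h (adjusted p = 0.215). Cnn1 encodes calponin, an inhibitor of the myosin ATPase (chromosome 9, 21903725 to 21914074, NM_009922). Its counts ran from 1 to 598 in controls, from 3 to 522 at 1 h and from 2 to 1241 at 6 h. Its log2 fold change at 6 h of 0.53 (adjusted p = 0.900) became -1.39 without graft 6 h replicate 2. Counted reads of Smtn, Myh11 and Myocd, genes of smoothelin, smooth muscle myosin and myocardin, were too few to test, at a mean of 0 to 1.25 normalized counts per entry in the authors' deposited table. The study chose this list, so it is not independent evidence. By edgeR 0 members were higher and 0 lower than control at 1 h and at 6 h, and 0 and 1 when adjusted over the list alone at 6 h. At an unadjusted p under 0.05 there were 0 and 0 at 1 h and 1 and 1 at 6 h, and DESeq2 gave 0 and 0 at 1 h and 0 and 1 at 6 h.

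**Figure D2:**
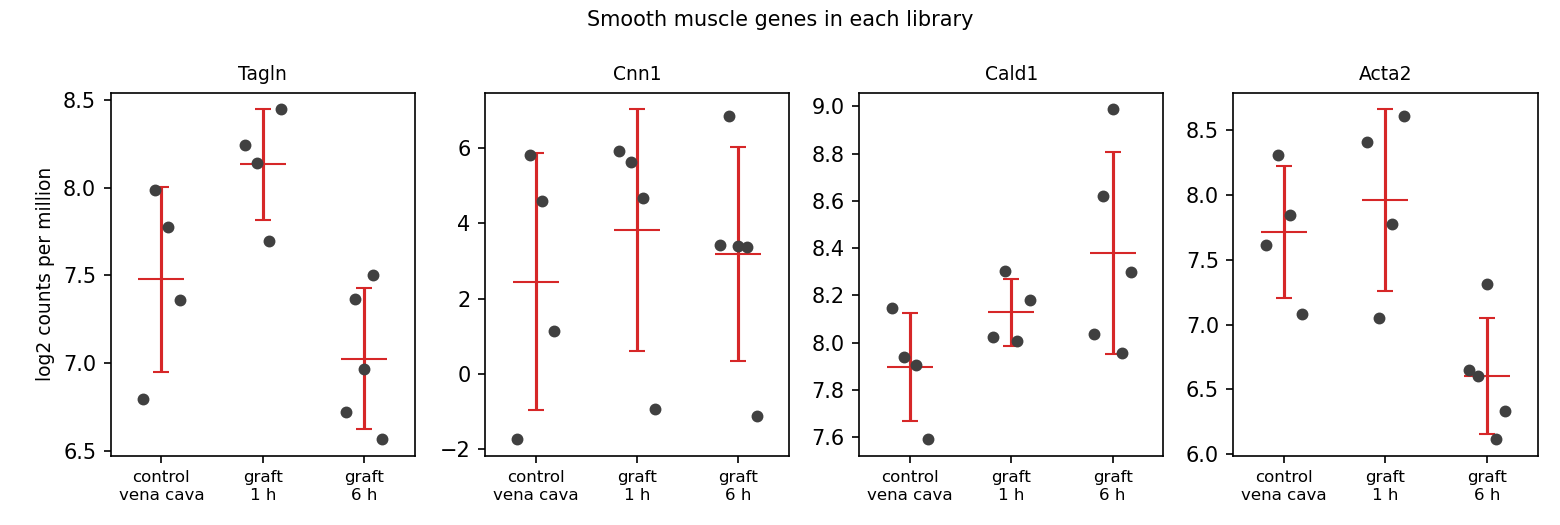
log2 CPM of Tagln, Cnn1, Cald1 and Acta2 in each library (points), with the mean and SD of each group in red, for control vena cava and grafts at 1 h and 6 h. Tagln lies lower in all 5 libraries at 6 h than in all 4 at 1 h, and Cnn1 spans 1 to 598 counts in controls and 2 to 1241 at 6 h.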

*Transgelin*, *Cnn1* and *Acta2* showed a significant downregulation at 24h post-surgery, which indicates a phenotypic switch from contractile to synthetic.

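At 24 h, genes of the contractile apparatus and of mural cells were lower as groups in the authors' deposited table. The 24 h samples carry another lane number than the controls, so lane and time cannot be told apart in these values. Of 19 genes of the synthetic VSMC phenotype, 8 were higher there and 1 was lower. Against control vena cava, the authors' deposited table gives Tagln a log2 fold change of -1.50 (standard error 0.51, adjusted p = 0.0209) and Cnn1 one of -6.43 (standard error 1.24, adjusted p = 5.07e-06). Cnn1 counts already ran from 1 to 598 between control libraries, and its counts per library at 24 h were not used here. The authors' deposited value for Acta2 is -2.22 (standard error 0.35, adjusted p = 7.95e-09). Cald1 was higher at 24 h in the authors' deposited table (1.61, standard error 0.21, adjusted p = 2.14e-12). Of 27 contractile genes in the authors' deposited table, 11 were lower and 3 were higher at 24 h (12 and 3 when adjusted over the list alone). Their median log2 fold change was -1.80, with adjusted p = 0.00357 from camera on the authors' statistics. Of 13 mural cell genes outside the contractile apparatus, 4 were lower and 0 higher there, with a median of -1.30 (camera adjusted p = 0.0128). Other resident markers were also lower at 24 h in the authors' deposited table by camera on its statistics: fibroblast (adjusted p = 4.19e-10), adipocyte (5.36e-25), cardiac muscle (9.24e-08) and mesothelium (0.00248). The mural genes lower in the authors' deposited table were Rgs5, a regulator of G protein signalling in mural cells (-1.55, adjusted p = 4.05e-06), and Tbx2, a transcription factor (-4.99, adjusted p = 2.15e-05). The same deposited table has Cspg4, the proteoglycan NG2 (-2.99, adjusted p = 0.00264), and Gucy1a3, a subunit of the nitric oxide receptor (-2.34, adjusted p = 0.00369). By edgeR, the mural list was lower already at 6 h, with camera adjusted p = 0.00434 and adjusted p = 0.0500 with an estimated correlation. None of its 13 members passed alone at 6 h (0 higher and 4 lower at an unadjusted p under 0.05, 0 and 3 by DESeq2). Its mean log2 CPM was 4.65 ± 0.53 (SD, n = 4) in controls and 3.09 ± 0.48 (SD, n = 5) at 6 h (exact 2-sided permutation test, p = 0.00794). Camera also gave mesothelium (adjusted p = 0.00434), adipocyte (0.000426) and fibroblast markers (0.0106) as lower at 6 h. These did not pass with an estimated correlation (adjusted p = 0.347, 0.179 and 0.195). The contractile list did not pass at 6 h (camera adjusted p = 0.371), where 1 of 25 members rose and none fell by edgeR (2 and 2 by DESeq2). That member was Mustn1, a small nuclear protein of muscle repair (2.58, adjusted p = 1.80e-05). Of 18 synthetic phenotype genes, 3 rose at 1 h and none fell by edgeR (7 and 0 when adjusted over the list alone), with camera adjusted p = 2.67e-06 and adjusted p = 0.0244 with an estimated correlation. Camera gave fibroblast (adjusted p = 0.000164) and endothelium markers (0.000197) as higher at 1 h too, though not with an estimated correlation (adjusted p = 0.0797 and 0.185). The 3 were Thbs1 (1.55, adjusted p = 0.00251), Hbegf, a ligand of the EGF receptor, and Col1a1, a chain of collagen I. Hbegf (adjusted p = 0.0378) was at 0.0595 to 0.139 without control vena cava replicate 1, 2 or 4 or graft 1 h replicate 2 or 4, and Col1a1 (adjusted p = 0.0445) at 0.0544 to 0.155 without any 1 library other than graft 1 h replicate 2. At 6 h 8 rose and 1 fell (9 and 1 when adjusted over the list alone, adjusted p = 0.0500 with an estimated correlation). Higher members included Sdc4, a heparan sulfate proteoglycan of focal adhesions (4.74, adjusted p = 3.51e-08), and Hbegf (6.85, adjusted p = 4.99e-05, or 8.13 without control vena cava replicate 3). The member that fell was Mgp, an inhibitor of calcification named after its values were seen (-1.01, adjusted p = 0.0211, and 0.0619 and 0.0969 without control vena cava replicates 1 and 2). At 24 h, 8 of 19 were higher and 1 was lower in the authors' deposited table (9 and 2 when adjusted over the list alone). Which cells these transcripts came from was not tested. From the lower level of Tagln, Cnn1 and Acta2 at 24 h, the paper infers a phenotypic switch of VSMCs from contractile to synthetic.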

**Fig 1:**
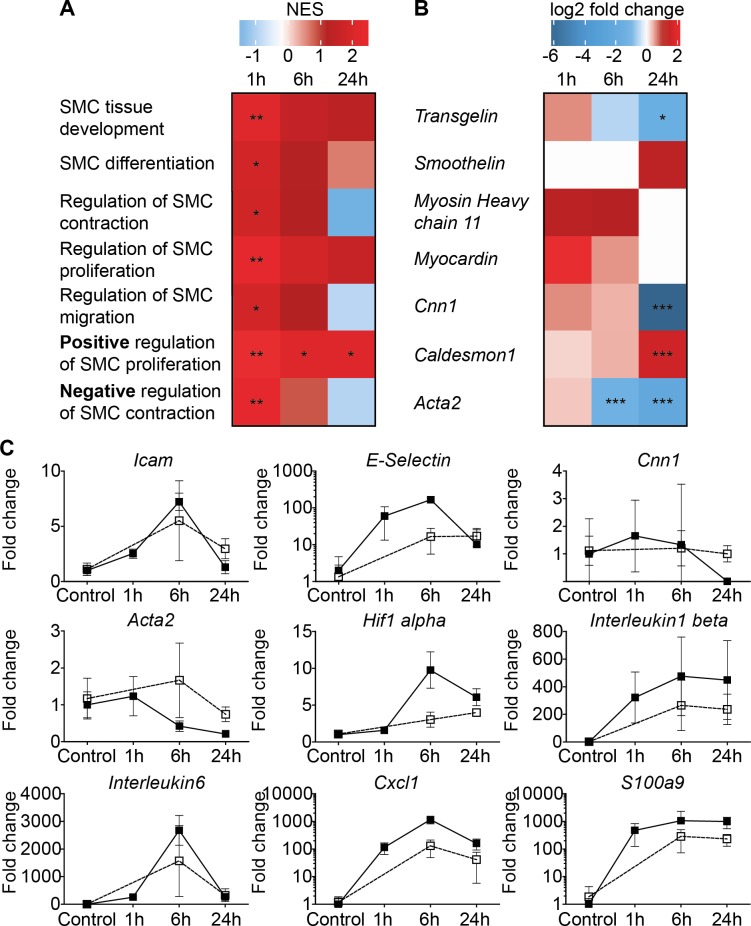
Comparison between bypass grafting and transient arterial ligation. RNA sequencing pathway analysis of venous bypass grafts 1, 6, and 24h after transplantation. Data are expressed as log2 fold change compared to normal vena cava. (A) Analysis of smooth muscle cell associated pathways in response to bypass grafting. (B) Regulation of mRNA expression of genes related to smooth muscle cell quiescence in response to bypass grafting. (C) mRNA expression of venous bypass grafts (filled squares) and transiently ligated carotid arteries (transparent squares; analyzed via qPCR) after indicated reperfusion times. Data are expressed as fold change compared to normal carotid arteries. For bypass grafts and transiently ligated carotid arteries n≥4.

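Adhesion molecules, cytokines and chemokines plotted in Fig 1C for bypass grafts were higher than in control vena cava at 1 h and at 6 h. The values given here are for the vein grafts against control vena cava. Icam1, an adhesion molecule that binds leukocyte integrins, was at 58.7 ± 26.8 CPM (SD, n = 4) in controls, 147 ± 23.7 CPM (SD, n = 4) at 1 h and 456.5 ± 52.6 CPM (SD, n = 5) at 6 h. Its log2 fold change was 1.32 at 1 h (standard error 0.30, adjusted p = 0.0436 from edgeR) and 2.96 at 6 h (adjusted p = 1.47e-05). At 1 h its adjusted p was 0.133, 0.0930 and 0.0880 without control vena cava replicates 1, 2 and 3 and 0.115, 0.0945 and 0.0696 without graft 1 h replicates 1, 2 and 4. It was 0.116 with library totals, within a range of 0.00260 to 0.228 over its alternatives. Sele, the selectin of activated endothelium, was at 1.01 ± 1.96 CPM (SD, n = 4) in controls, 59.1 ± 45.3 CPM (SD, n = 4) at 1 h and 178.4 ± 31.4 CPM (SD, n = 5) at 6 h. Its log2 fold change was 5.80 at 1 h (adjusted p = 0.0249) and 7.39 at 6 h (adjusted p = 0.00163). Replicate 4 of control vena cava held 52 of its control counts and the others 1. Without that library the ratio of Sele to control was 1824 at 1 h (95% counting interval 327 to 72060) and 4250 at 6 h (762.6 to 167900). At 1 h Sele had an adjusted p of 0.0746 and 0.0520 without control vena cava replicates 1 and 3, and 0.0806 with the authors' p-values, over a range of 3.82e-06 to 0.270. Il1b, the cytokine processed by the inflammasome, rose by 8.27 at 1 h (standard error 1.14, adjusted p = 0.000777) and was higher by 8.96 at 6 h (adjusted p = 0.000136). Without control vena cava replicate 4, which held 130 of its control counts, these were 10.46 and 11.10. Il6 reached 5761 ± 1159 CPM (SD, n = 5) at 6 h from 1.99 ± 0.59 CPM (SD, n = 4) in controls, a log2 fold change of 11.50 (adjusted p = 6.67e-11). Cxcl1, a chemokine for neutrophils, was higher by 6.83 at 1 h (adjusted p = 3.37e-06) and by 10.29 at 6 h (adjusted p = 6.60e-08), or by 7.52 and 10.96 without control vena cava replicate 1. S100a9, a calcium-binding protein abundant in neutrophils, was higher by 8.88 at 1 h (adjusted p = 0.000365) and by 10.16 at 6 h (adjusted p = 4.87e-05), the latter 9.11 without graft 6 h replicate 5. Hif1a, the transcription factor of the hypoxia response, was at 67.8 ± 22.8 CPM (SD, n = 4) in controls and 714.6 ± 183.7 CPM (SD, n = 5) at 6 h. Its log2 fold change was 0.65 at 1 h (adjusted p = 0.520) and 3.40 at 6 h (adjusted p = 2.57e-06). From 1 h to 6 h, Icam1 rose by 1.63 (adjusted p = 0.00435), Il6 by 3.51 (adjusted p = 3.27e-06), Cxcl1 by 3.46 (adjusted p = 0.000561) and Hif1a by 2.75 (adjusted p = 7.31e-05). Between 1 h and 6 h edgeR called neither Il1b (adjusted p = 0.775) nor S100a9 (adjusted p = 0.480). Sele was not called either (adjusted p = 0.470), but each 6 h library lay above each 1 h library (exact 2-sided permutation test of log2 CPM, p = 0.00794). All 6 inflammatory genes of the figure, which the study chose and which are not independent evidence, were higher at 1 h and at 6 h (6 when adjusted over the list alone).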

Vein grafts are exposed to extracorporeal storage, surgical trauma, reperfusion injury and persistent pressure overload.[14] To reduce variables, we compared effects of vein grafting with those induced by transient carotid artery ligation, which exposes the vessel to surgical trauma, ischemia and reperfusion injury. Importantly, changes in gene expression within the first 24h post-surgery were comparable to those observed after vein grafting (Fig 1C).

### Transient Carotid artery ligation induces a permanent loss of VSMC quiescence gene expression

Extending the follow-up period after transient carotid artery ligation revealed a persistent VSMC phenotype switch, as indicated by a significant loss of *Acta2* and *Cnn1* mRNA expression after 72h, compared to untreated carotid arteries (Fig 2A). mRNA expression of inflammatory genes peaked after 6h, followed by a steep decline close to baseline levels. The amount of *Cd45* mRNA expression, a leucocyte marker, steadily increased. As expected, ligation increased mRNA expression of the transcription factor *Hif1α*, which is known to trigger expression of a multitude of growth factors.[28] Interestingly, expression of *Nr4a1* mRNA, an important gene regulating the homeostasis in the vessel wall was reduced to almost zero.[29, 30]

**Fig 2:**
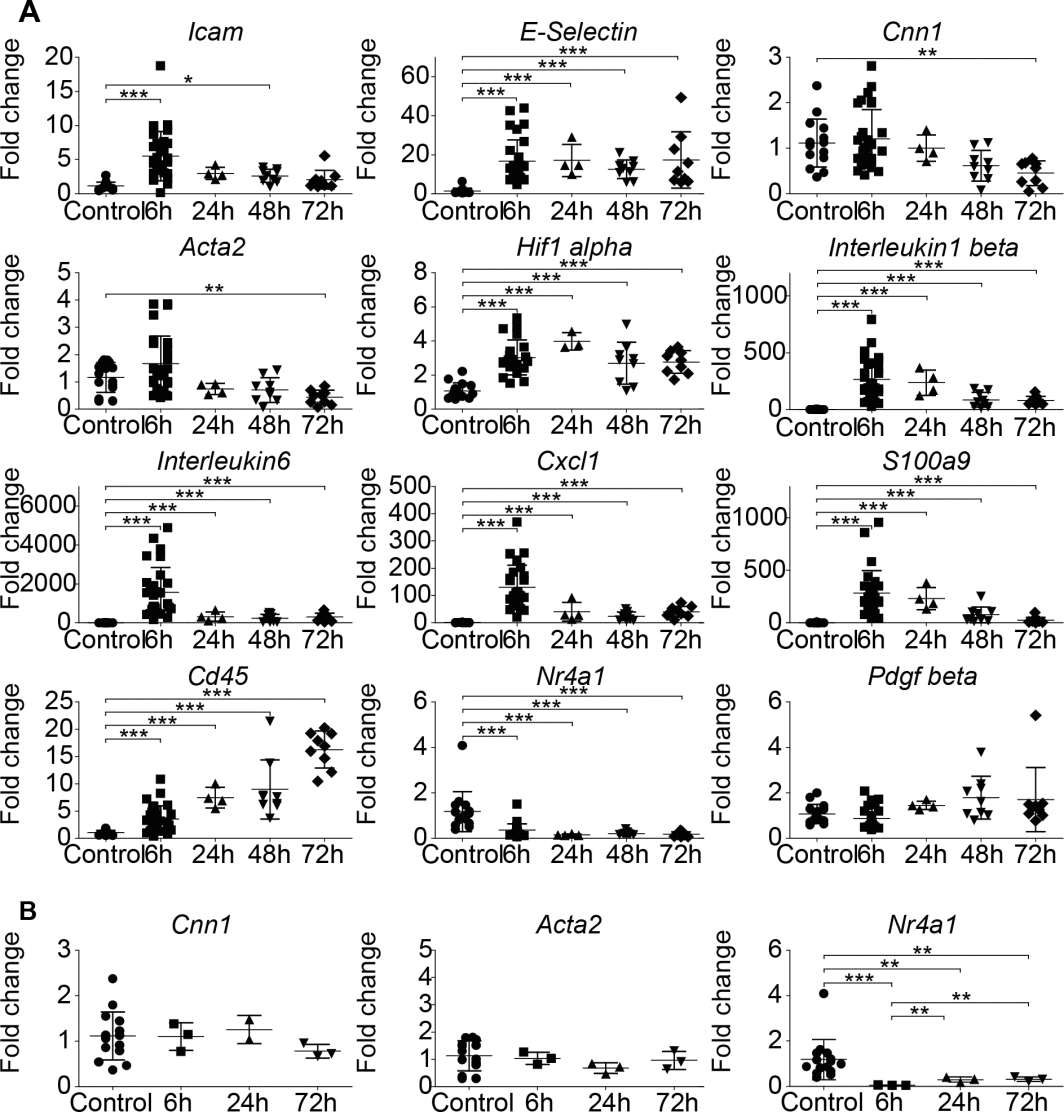
Kinetics of the vascular response following transient ligation. (A) mRNA expression of right carotid arteries in response to 20min temporary ischemia induced by transient ligation. (B) Analysis of mRNA expression pattern in response to surgical mobilization of the right carotid artery without ligation. Statistical evaluation was performed by using a one-way ANOVA with Tukey’s multiple comparison post hoc test; n = each symbol represents one mouse.

As a control, carotid arteries were exposed to surgical trauma only (vessel mobilized without ligation). This procedure did not alter the expression of VSMC quiescence gene mRNAs, but suppressed *Nr4a1* mRNA expression (Fig 2B), excluding *Nr4a1* as a driver of *Acta2* or *Cnn1* expression. To investigate if an altered mRNA expression is followed by an altered protein expression, immunofluorescence stainings of temporarily clamped carotid arteries were performed. This confirmed a transient increase in ICAM-1 protein expression and a loss of ACTA2 protein expression by VSMCs (Fig 3A–3C).

**Fig 3:**
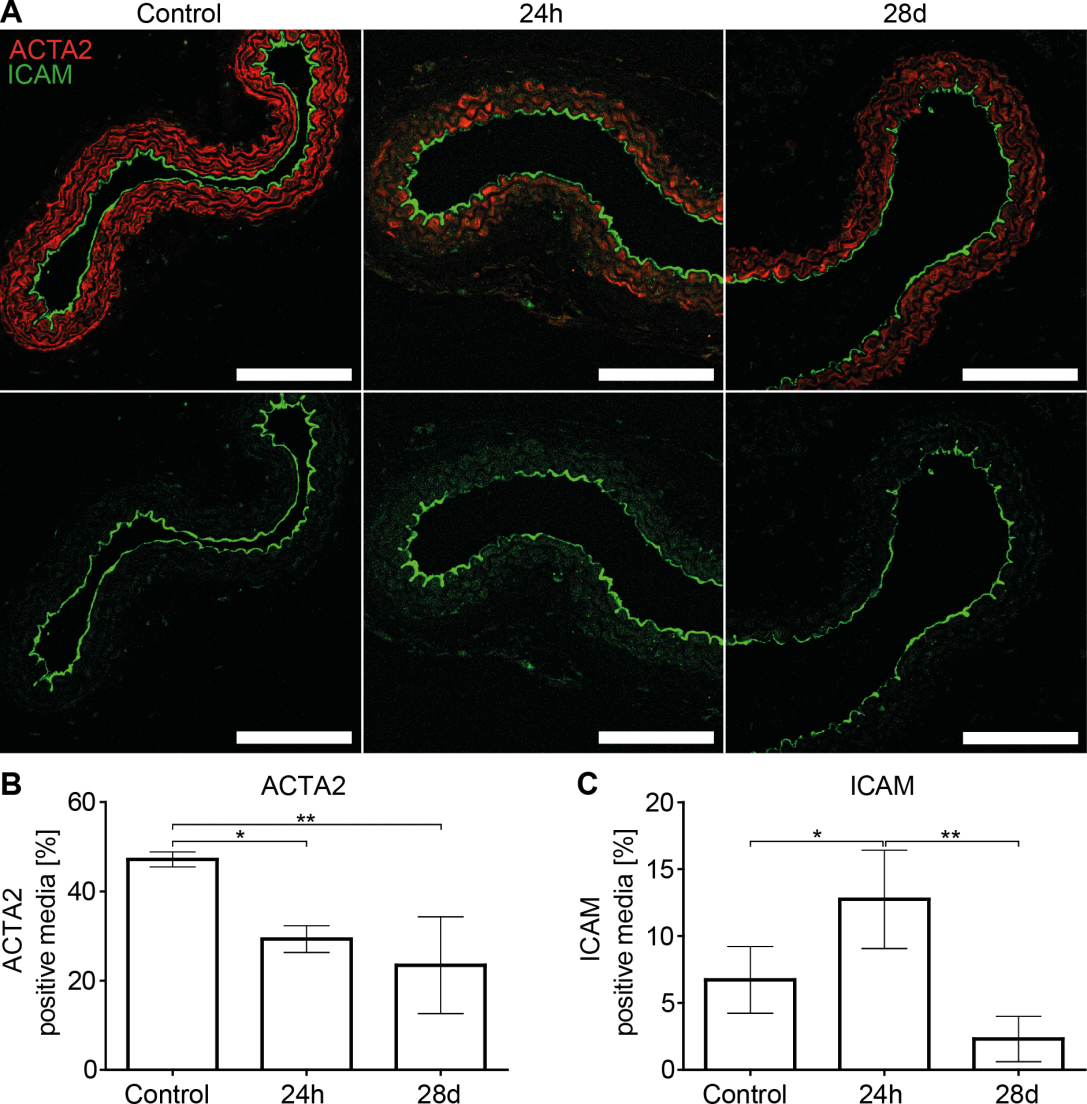
Transient ligation induces a persistent loss of ACTA2 protein. (A) representative ICAM-1 and ACTA2 stainings of transiently ligated carotid arteries analyzed after 24h (20 min transient ligation) or 28 days (1h transient ligation). Scale Bar equals 100μm. (B) Quantification of ACTA2 positive media (n = 3–4 per time point) (C) Quantification of ICAM-1 positive media (n = 3–4 per time point). Statistical analysis was performed using a one-way analysis of variance with Tukey’s multiple comparison post hoc test.

For the 28 day follow-up experiments carotid arteries were clamped for 1h (an ischemia time frequently encountered during CABG surgery[31]). mRNA expression profiles are displayed in Fig 4A. 28 days post-surgery, mRNA expression of inflammatory genes was back to baseline, whereas *Cnn1* mRNA was still significantly downregulated compared to untreated control arteries. In case of *Acta2* mRNA, the downregulation did not reach the threshold of significance, however, semi quantitative evaluation by immunofluorescence demonstrated a significant loss of ACTA2 protein expression after 28 days (Fig 3A and 3B). *Cd45* mRNA remained significantly upregulated, indicating an accumulation of immune cells. *Nr4a1* mRNA, remained significantly downregulated.

**Fig 4:**
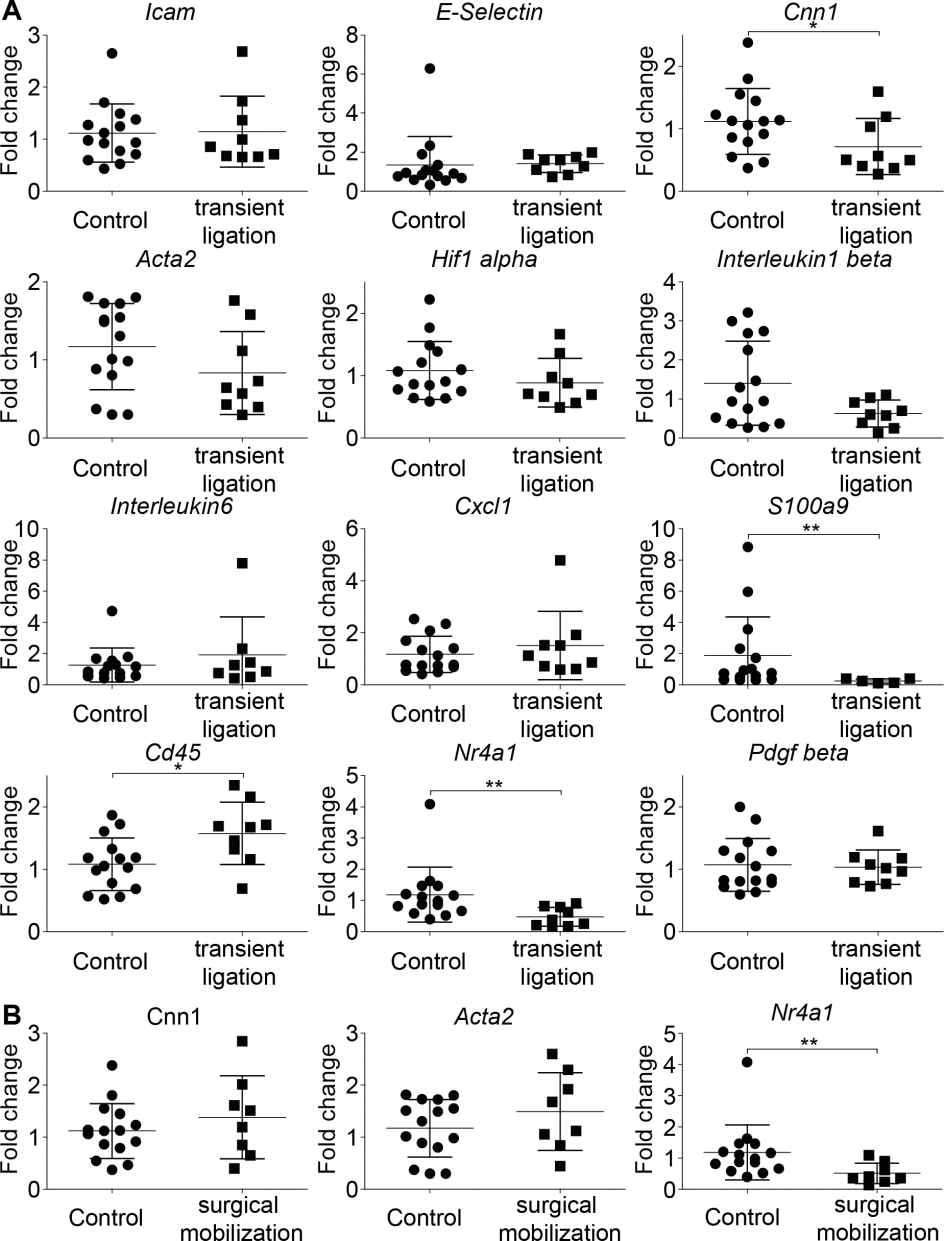
Long term response of arteries subjected to transient clamping. (A) Analysis of mRNA expression patterns of carotid arteries subjected to 1h transient ligation followed by 28 days of reperfusion. (B) Analysis of mRNA expression patterns of carotid arteries subjected to surgical mobilization only, followed by 28 days of reperfusion. Statistical analysis was performed using a two-tailed unpaired t-test. n = each symbol represents one mouse.

In controls subjected to surgical mobilization of the carotid artery without ligation, no effects on VSMC quiescence gene mRNA expression were observed. Unexpectedly, expression of *Nr4a1* mRNA remained significantly downregulated, indicating that the loss in *Nr4a1* mRNA expression is not directly responsible for mRNA expression levels of *Acta2* and *Cnn1* (Fig 4B).

To assess morphologic consequences of the monitored VSMC phenotype switch, histologic analysis was conducted to assess vessel remodeling (Fig 5). In 20% of cases, the clamped artery showed an enlarged intimal layer. In addition, the nuclear area of medial VSMCs was significantly enlarged compared to the contralateral carotid artery. We viewed this as an indirect sign of polyploidy, a repeatedly observed phenomenon after vascular injury.[32] As a control we analyzed arteries subjected to surgical mobilization without ligation, which showed no morphological alterations. For comparison, a segment of an arterial bypass graft showing massive IH is also displayed.

**Fig 5:**
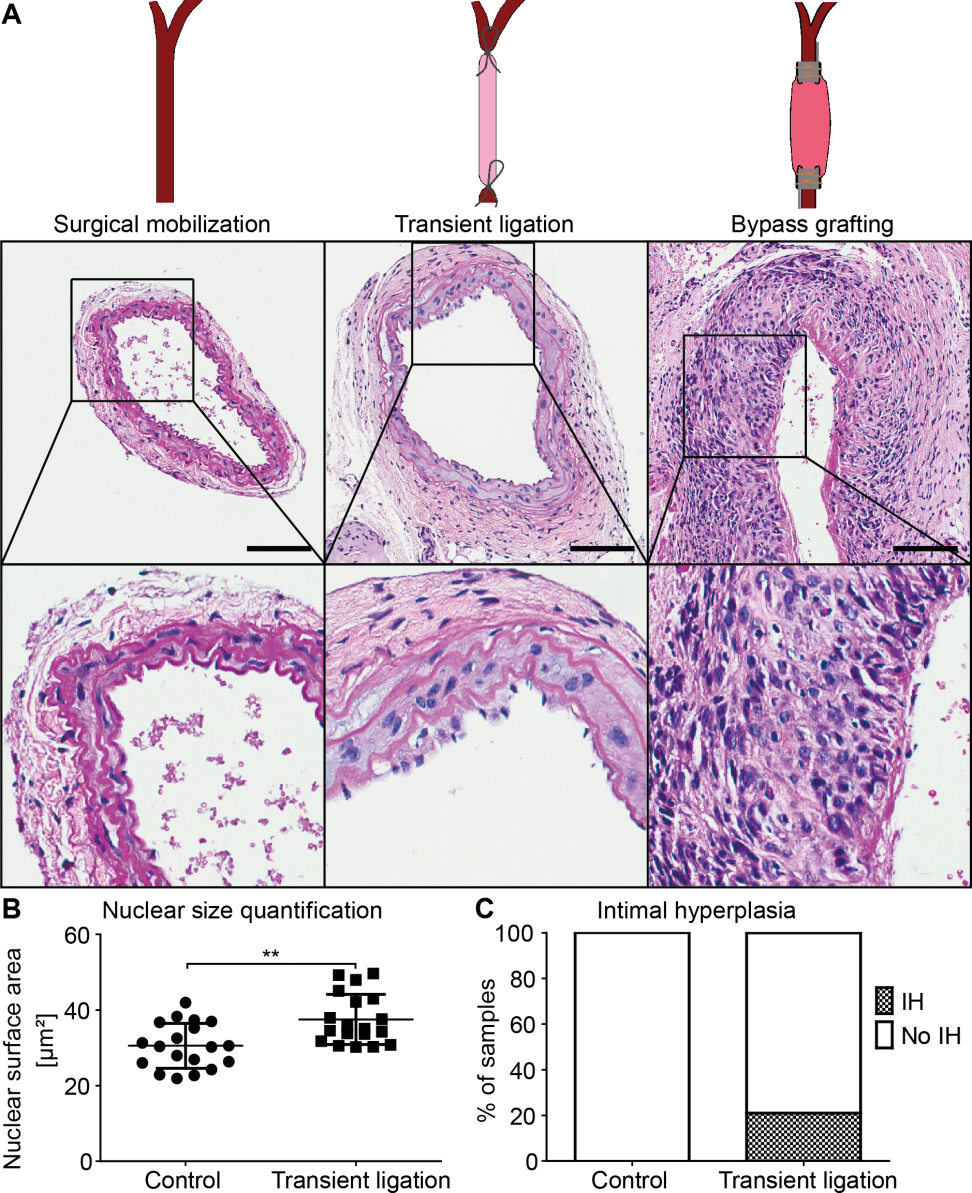
Morphological analysis of transiently ligated arteries. (A) Examples of carotid arteries subjected to surgical mobilization, to 1h of transient ligation or to bypass grafting (inferior vena cava grafted into the carotid circulation). 28 days after surgery, blood vessels were removed and subjected to H&E staining. Scale bars equal 100**μ**m. (B) Quantification of nuclear area of VSMCs within the media of carotid arteries subjected to 1h transient ligation followed by 28 days of reperfusion, compared to untreated contralateral control arteries. Statistical analysis was performed using a two-tailed unpaired t-test. (C) Evaluation of the presence of an enlarged intimal layer of carotid arteries subjected to 1h transient ligation followed by reperfusion for 28 days. As controls, the untreated contralateral arteries were utilized; n = 19.

### Transient vascular ligation is sufficient to precipitate atherosclerosis in hypercholesteraemic mice

Most patients requiring vascular interventions such as angioplasty or bypass grafting have elevated blood cholesterol levels.[33] We therefore analyzed the effects of vascular ligation in ApoE-deficient mice which were fed a Western diet 2 weeks before ligation until the end of experiment, 4 weeks after surgery.

Atherosclerotic plaques were detected at predilection sites such as the carotid artery bifurcation in the left and right carotids. In contrast, while the left carotids (control side) remained free of lesions at regions of laminar flow, in right carotids (transiently ligated areas) atherosclerosis was evident (Fig 6, A gallery of all mice is displayed in S1 Fig).

**Fig 6:**
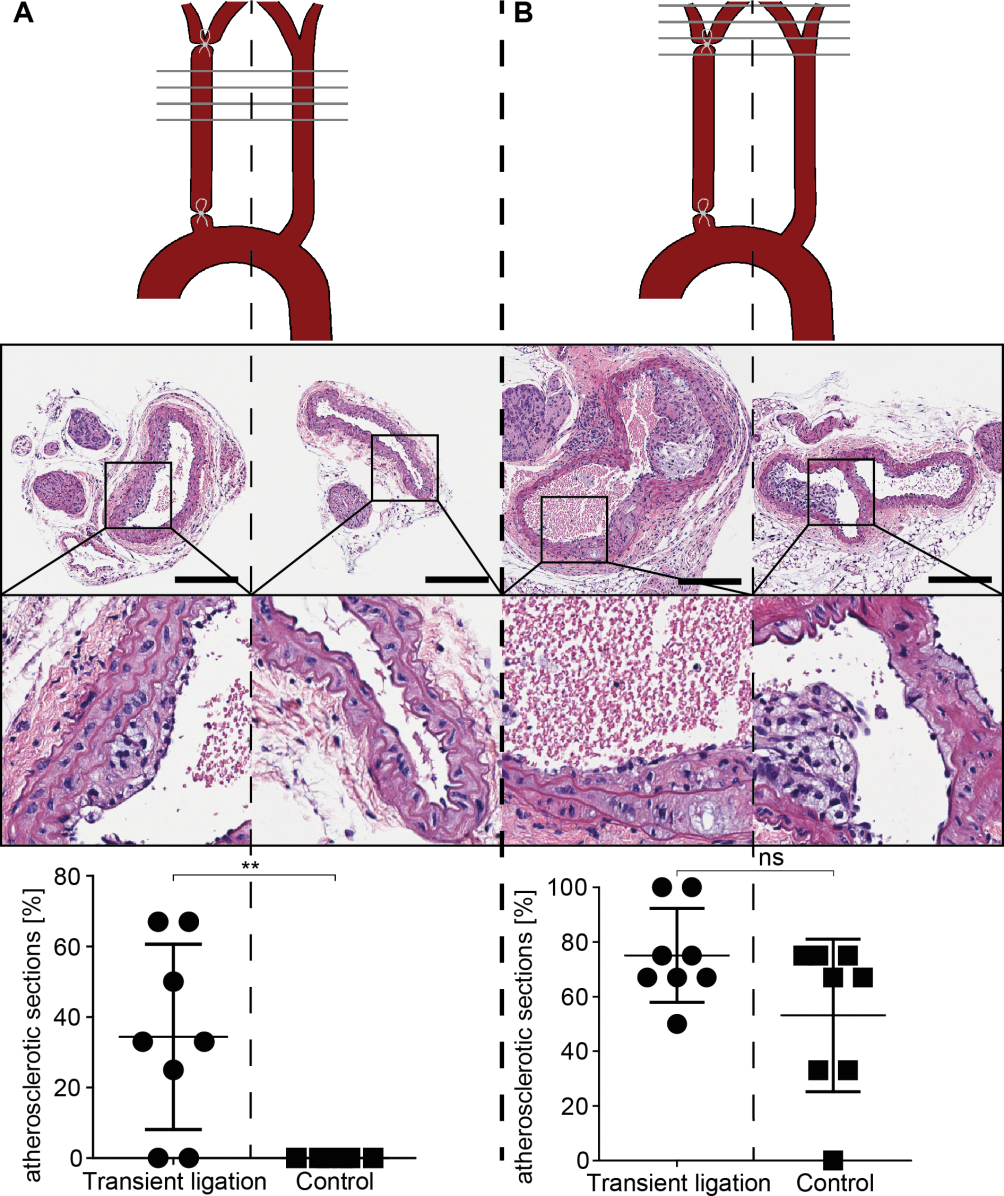
Transient ligation results in atherosclerosis in ApoE deficient mice. Effect of 1h transient carotid artery ligation on carotid arteries of ApoE deficient mice (fed a western diet), assessed after 28 days of reperfusion. Scale bar equals 200 **μ**m. (A) vascular segment with laminar flow; (B) vascular segment including the area of bifurcation. Per vascular segment, the area below bifurcation (A) and the area of bifurcation (B), 3–4 H&E sections were analyzed as indicated by the horizontal grey lines in the schematic drawing. n = 8, statistical analysis was performed using a two tailed paired t-test.

### Pharmacological interventions do not prevent VSMC phenotype changes

Based on the finding that transient ligation but not surgical mobilization alone induces a persistent VSMC phenotype change, we concluded that hypoxia followed by reperfusion is the most important driver of persistent vascular remodelling. To analyze if pro-inflammatory cytokines trigger the VSMC phenotype switch, we treated mice with anti-TNF antibodies. Unexpectedly, this treatment did not prevent the ligation-induced loss of *Acta2* or *Cnn1* mRNA expression (Fig 7A).To assess the possibility that ROS induced the VSMC phenotype change we used N-Acetylcysteine (NAC) which is well known for its cytoprotective properties with regards to ROS-induced cell damage.[34] As displayed in Fig 7A, NAC had no effect on VSMC quiescence gene mRNA, or on *Nr4a1* mRNA expression. NR4A1 is an important transcription factor in maintaining a functional blood vessel.[29, 30, 35] However, an NR4A1 agonist, Cytosporone-B[36], had no effect on VSMC quiescence gene mRNA expression (Fig 7A). Finally, to test the importance of growth factor signalling, a multi tyrosine kinase inhibitor was employed. Sorafenib was originally developed as an anti-cancer drug aiming at growth suppression by inhibiting a multitude of different kinases, among which are VEGFR, PDGFR and Raf family kinases.[37] As shown in Fig 7B, 1μM Sorafenib significantly downregulated mRNA expression of *Il-1* and *6*, *Cxcl1*, *S100a9* and *Hif1α*, but did not prevent the downregulation of *Acta2*, *Cnn1* or *Nr4a1* mRNA, and therefore did not prevent the VSMC phenotype switch.

**Fig 7:**
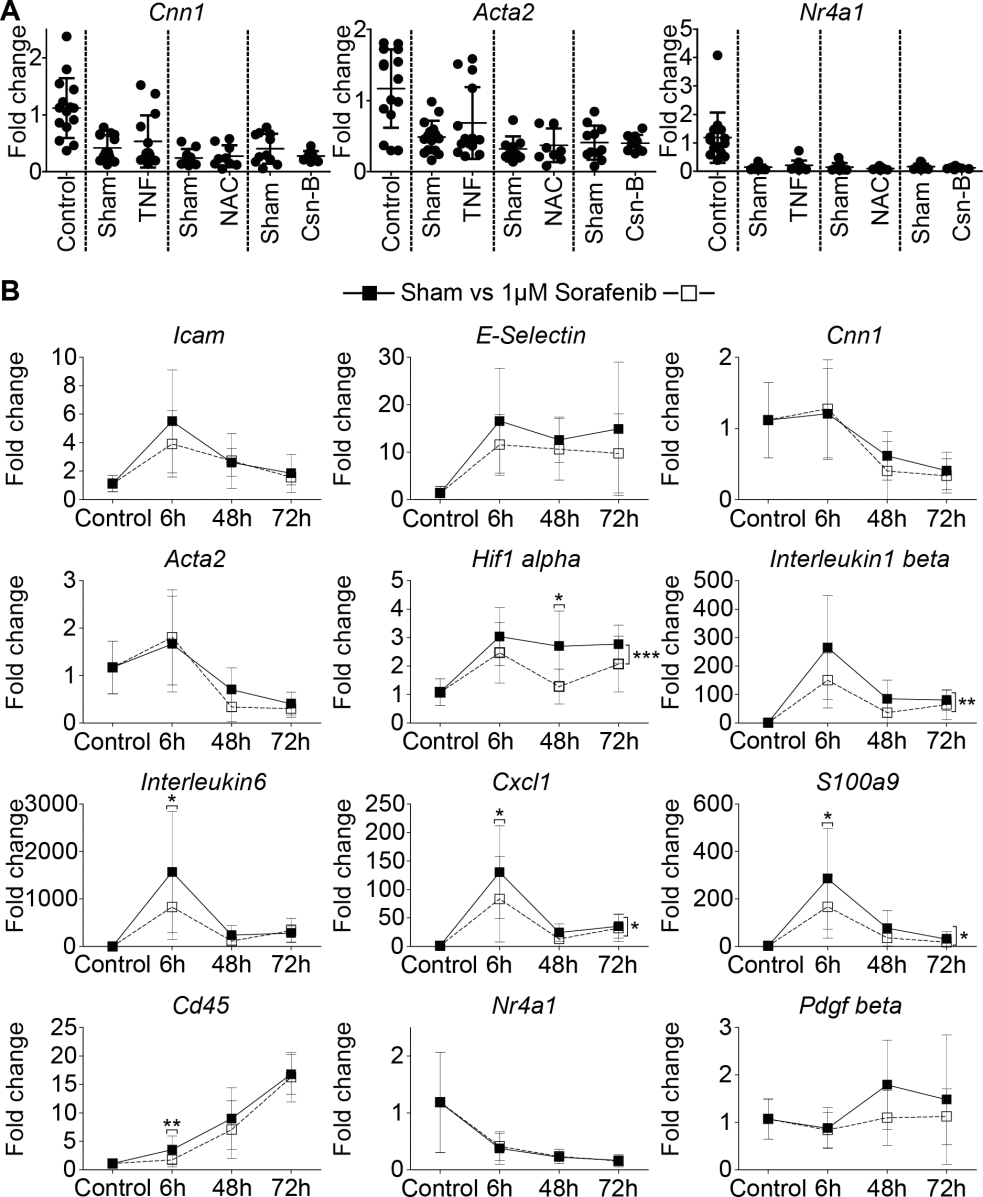
Pharmacologic interventions do not prevent the VSMC phenotype switch. (A) mRNA expression of right carotid arteries subjected to 20min transient ligation and 72h reperfusion. Mice were either treated with TNF scavenging antibody/sham antibody, N-Acetylcysteine/Saline or Cytosporone B/sham gel. Statistical evaluation was performed by using a one-way ANOVA with Tukey’s multiple comparison post hoc test. n≥9. (B) mRNA expression of right carotid arteries subjected to 20min transient ligation followed by reperfusion periods as indicated. Arteries were either exposed to 1**μ**M Sorafenib or sham (DMSO) treatment. Statistical evaluation was performed by using a two way ANOVA with Bonferroni’s post hoc test. n≥6.

## Discussion

The VSMC phenotype change from contractile to synthetic is a typical response of the vascular wall to any type of vascular injury. Synthetic VSMCs migrate and proliferate to promote repair. Under normal conditions they return back to a non-proliferative, contractile phenotype. However, this plasticity renders VSMCs susceptible to pathological growth resulting in IH.[7] A prolonged or persistent VSMC phenotype switch contributes to initiation and progression of vascular pathologies such as atherosclerosis, post-angioplasty re-stenosis, and pulmonary arteriole hypertension.[38–40] Even in completely different settings VSMC IH is causative for disease as seen, e.g., in the development of cerebral vasospasm after subarachnoid hemorrhage or blast traumatic brain injury.[41–43] Recent observations also link VSMC phenotype changes to tumor niche formation resulting in an elevated metastatic potential in cancers. Tumor cells shed mediators inducing a VSMC phenotype conversion which facilitates metastasis into these areas.[44] Because of this variety of conditions interrelated with abnormal plasticity of VSMCs *in vivo* models are required to understand (i) factors inducing the phenotype switch, (ii) factors maintaining this pathological condition and (iii) how to therapeutically revert the VSMC phenotype back to quiescence.

Based on the diversity of events that may lead to IH we hypothesized that the type of initial trauma is responsible for the outcome. We first have analyzed molecular changes occurring within the first 24h after vessel injury in a venous bypass model, which is prone to induce IH.[14, 16] 

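Cytokines, chemokines and genes of activated endothelium rose from 1 h to 6 h after grafting, and part of them were lower again at 24 h in the authors' deposited table. The 1 h and 24 h samples carry another lane number than those of control and 6 h, so lane and time cannot be told apart between them. Neutrophil markers were higher than control in the same grafts, with a median log2 fold change of 6.18 at 1 h and 8.98 at 6 h. With members of few control counts at their bound these were 5.75 and 7.95. Platelet markers were at 2.77 and 3.93. Which cells made the transcripts was not tested. Of 31 cytokines, chemokines and early NF-kappaB targets, 16 rose at 1 h and 22 were higher at 6 h by edgeR, and none fell (22 and 27 when adjusted over the list alone). Their median log2 fold change was 3.89 at 1 h and 7.95 at 6 h, or 7.77 at 6 h with members of few control counts at their bound. Camera gave adjusted p = 3.63e-33 at 1 h and 3.69e-41 at 6 h, or 3.43e-05 and 3.28e-05 with an estimated correlation. Between 1 h and 6 h, 16 rose and none fell (18 when adjusted over the list alone). Ccl2, the main chemokine for monocytes, was higher by 4.49 at 1 h (adjusted p = 5.05e-07) and by 8.94 at 6 h (adjusted p = 1.001e-09). Ptx3, a pattern recognition protein, was higher by 6.38 (adjusted p = 4.51e-07) and 9.96 (adjusted p = 6.96e-09). By 24 h, 9 of these genes were lower than at 6 h and none was higher in the authors' deposited table (11 when adjusted over the list alone). Against control vena cava, 25 of 32 were higher and 1 was lower at 24 h in that deposited table. Of 18 genes of endothelial activation, 6 rose at 1 h and 13 were higher at 6 h by edgeR, and none fell (8 and 13 when adjusted over the list alone). Their adjusted p was 0.000250 and 3.77e-05 with an estimated correlation. Selp, the P-selectin of endothelium and platelets, was higher by 4.62 at 6 h (adjusted p = 7.85e-06), and Plaur, the urokinase receptor, by 5.43 (adjusted p = 2.76e-06). By the authors' deposited table, 9 of the endothelial activation genes were lower at 24 h than at 6 h and none was higher (11 when adjusted over the list alone). They included Selp (-3.32 in the deposited table) and F3, the tissue factor of coagulation (-3.01). Among the genes of Fig 1C, the authors' deposited table gives lower values at 24 h than at 6 h for Il6 (-3.31, adjusted p = 1.25e-22), Cxcl1 (-2.79, adjusted p = 1.07e-07), Icam1 (-2.46, adjusted p = 5.30e-12) and Sele (-3.81, adjusted p = 0.0344). For Il1b (-0.08, adjusted p = 0.977) and S100a9 (-0.10, adjusted p = 0.969) the authors' deposited table has no call between 6 h and 24 h. Against control vena cava at 24 h, the authors' deposited table leaves Icam1 (0.36, adjusted p = 0.539) and Sele (1.47, adjusted p = 0.508) without a call, and Il6 (7.92, adjusted p = 2.24e-102) and Cxcl1 (7.11, adjusted p = 7.75e-47) higher. Of the 27 contractile genes in the authors' deposited table, 8 were lower and 1 was higher at 24 h than at 6 h (11 and 2 when adjusted over the list alone). That deposited table has Acta2 at -0.9998 (adjusted p = 0.0315), Cnn1 at -6.83 (adjusted p = 1.28e-06) and Tagln at -0.93 (adjusted p = 0.266). Cnn1 counts already ran from 2 to 1241 between 6 h libraries.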

Surprisingly, the inflammatory response was transient peaking after 6h, whereas the loss in the expression of VSMC differentiation genes persisted. Since this procedure exposes the grafted vessel to surgical injury, *ex vivo* graft storage, endothelial denudation, hypoxia/reperfusion, pressure and flow changes, we next used a model with as little confounding factors as possible.[14] A carotid artery ligation model which inflicts only very limited vascular damage, leaving the adventitia in place and not causing endothelial denudation. The transiently ligated vascular segment is mainly exposed to hypoxia/reperfusion. Surprisingly, RNA expression changes within the first 24h were very similar to those seen in vein grafts. Extended time kinetics in the ligation model revealed a persistent phenotype change throughout 28 days, which was not seen in controls, where the carotid artery was subjected to surgical exposure without ligation. This points to the conclusion that hypoxia/reperfusion modulates VSMCs to switch to a synthetic phenotype. Moreover, this type of injury was sufficient to induce subtle morphologic changes within the transiently ligated segment of the carotid arteries, namely significant nuclear size enlargement of medial VSMCs. In addition 20% of the samples displayed mild intimal hyperplasia/cell accumulations. Nuclear size enlargement may be an indirect sign for polyploidy since it has been proposed that polyploidization is a normal, controlled, protective mechanism against oxidative stress.[45, 46] Specifically, the exposure of cells to mitotic stimuli in the presence of oxidative stress can result in polyploidy.[32, 47] Oxidative stress and ROS are well documented in situations of ischemia/reperfusion.[48] Together with the development of IH in 20% of cases and the persistent downregulation of cytoskeleton stabilizing genes after 28days, this clearly demonstrates that a short-term trigger, such as hypoxia/reperfusion, alone is sufficient to cause a long lasting VSMC damage despite a fast resolution of the inflammatory reaction.

To test the physiological relevance of this persistent VSMC damage, ApoE knockout mice were employed. We are aware that the ApoE knockout mouse has several limitations compared to humans. Wild type mice have a low cholesterol level with high-density lipoprotein being the predominating component and only low amounts of pro atherogenic components such as low-density lipoprotein or very-low-density lipoprotein. Therefore, the mouse is resistant to atherosclerosis, especially since this favorable cholesterol ratio prevails even under high fat diet. Humans show higher cholesterol levels and low-density lipoprotein is the major constituent, resulting in a higher risk for atherosclerosis. In comparison, ApoE knockout mice develop exceedingly high hypercholesteremia under western diet (~1800mg/dl), mainly driven by an increase in very-low-density lipoprotein.[49, 50] In addition, the ApoE protein does not only participate in lipoprotein metabolism, but also influences inflammation and anti-oxidant activities, which are missing in the knockout mouse.[51] However, the absence of a multifactorial scenario as given in this genetic mouse model allows describing effects of a stress signal (ischemia/reperfusion) with or without hypercholesterinemia.

These mice display a significantly elevated blood cholesterol level which can be further increased under a western diet.[49] Most patients subjected to revascularization techniques such as angioplasty or bypass grafting suffer from elevated cholesterol levels, diabetes and an elevated blood pressure.[33] ApoE knockout mice developed atherosclerotic lesions at the carotid artery bifurcation in the transiently ligated as well as in the contralateral control arteries. Since the carotid artery bifurcation is prone to formation of atherosclerotic lesions due to flow changes, this result was expected. The vascular segment below the carotid bifurcation is usually not prone to atherosclerotic plaque formation.[52, 53] Indeed, contralateral control arteries, which were not subjected to temporary ligation were free of lesions. In contrast, arteries transiently ligated for 1h and explanted 4 weeks later showed atherosclerosis. This indicates that persistent VSMC activation due to transient ligation primes the blood vessel for the formation of atherosclerotic lesions in a hypercholesteremic environment.

Ischemia/reperfusion injury is characterized by hypoxia, triggering expression of hypoxia inducible genes such as HIF1α and formation of ROS, triggering inflammation.[54] HIF1α acts as a transcription factor for various growth factors, such as PDGF which is known to induce VSMC phenotype conversion.[7, 28] To elucidate mechanisms that initiate a synthetic VSMC phenotype, we employed several treatments. A TNF scavenging antibody did not prevent phenotype conversion. To counteract ROS, N-Acetylcysteine was used, which also had no effect on phenotype switching. The significant and persistent downregulation of *Nr4a1* mRNA in clamped arteries prompted us to use an NR4A1 agonist, Cytosporone B[36], since NR4A1 downregulation promotes a VSMC phenotype switch and NR4A1 knock out mice show an increased proliferative VSMC behavior in response to pro-proliferative signals.[35, 55] However, Cytosporone B treatment did not affect the VSMC phenotype switch. The role of NR4A1 in initiating the phenotype switch is also questioned by our control experiment, subjecting the carotid artery to surgical dissection without ligation. In this model *Nr4a1* mRNA was also downregulated but the VSMC genes *Cnn1* and *Acta2* were not affected. Finally, we used a compound originally developed as an anti-cancer treatment which inhibits a wide variety of kinases, mainly growth factor related signaling cascades such as VEGFR, PDGFR and Raf family kinases.[37] Specifically PDGFR signaling is thought to play an important role in the VSMC phenotype switch, but Sorafenib did not prevent downregulation of *Cnn1* and *Acta2*, albeit it significantly downregulated *Il-1*, *Il-6*, *Cxcl1*, *S100a9* and *Hif1α* mRNA.[7] These results point to the conclusion that single triggers such as growth factors, TNF, ROS or the loss of NR4A1 can be ruled out as a cause of persistent phenotype conversion of VSMCs, albeit, in cell culture, each of these triggers induces a loss in expression of VSMC differentiation genes.[7, 35]

## Conclusion

The results of our simple and reproducible transient ligation model are unique in several aspects. The carotid artery is subjected to hypoxia/reperfusion without affecting the vascular architecture, the adventitia is left in place and there is no endothelial denudation. Nevertheless, this procedure induces a permanent VSMC phenotype change towards a secretory phenotype. This implies that (i) reperfusion injury occurs not only in large organs with a complex architecture, but even in such small “simply built” structures as the carotid arteries; (ii) efforts to prevent IH should not only aim to suppress inflammation but also need novel strategies to prevent the VSMC phenotype change. (iii) Sorafenib should be considered as a treatment option in surgical procedures, where the aim is to suppress inflammation since it can be locally employed at concentrations which are far lower than required for cancer treatment; (iv) developing strategies to prevent the VSMC phenotype change may also serve as supplementary therapy in treatment of certain cancer types which utilize activated VSMCs to generate a favorable metastatic niche. (v) our results demonstrate that any type of transient vascular ligation/clamping for surgical reasons causes vascular alterations. In situations of a perturbed lipid metabolism this bears the risk to precipitate atherosclerosis.

## Supporting information

S1 Fig Gallery of transiently ligated and contralateral control carotid arteries of ApoE knock out mice fed a western diet. H&E stainings; scale bar equals 200μm.
(TIF)

## Abbreviations

ACTA2: Smooth muscle α-actin
ApoE: Apolipoprotein E
CNN1: Calponin
DMSO: Dimethyl sulfoxide
EC: Endothelial Cell
HIF: Hypoxia Inducible Factor
H&E: Hematoxylin and eosin stain
IH: Intimal Hyperplasia
ROS: Reactive Oxygen Species
VSMC: Vascular Smooth Muscle Cell

How the deposited data were processed for this re-analysis (not part of the article)

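RNA was measured in control vena cava and in vein grafts taken 1, 6 and 24 h after grafting into the carotid artery of mice. Of 17 samples, the counts of 13 libraries were used: 4 control vena cavae, 4 grafts at 1 h and 5 grafts at 6 h. The count tables hold 5 columns named 24 h, or 30 such columns over all tables, where 4 samples carry that label, and no column could be matched to a sample, so they were not used here. Values at 24 h are those of the authors' deposited table, whose fit included all of these columns.

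As the paper and the files give it, the authors checked reads with FastQC 0.11.5, aligned them to mm9 with gsnap, counted them with HTSeq 0.5.4p3 over UCSC transcripts and compared groups with DESeq2 1.14.1. The deposited count tables hold raw counts per RefSeq transcript entry, and each comparison table of the authors gives the mean of normalized counts, the log2 fold change with its standard error, the Wald statistic, the p-value and the adjusted p. In these deposited tables of the authors, the signal values are means of counts divided by DESeq2's size factors, and the score values are Wald statistics. All libraries shared 1 fit of the authors. The authors' deposited table holds 29994 entries, of which 7956 have a mean of 0 and 2103 have no p-value at a mean above 0. For 1 h against control, 12487 entries have an adjusted p there. The deposited count tables hold 13212 entries, and these carry 99.7% of the authors' summed mean. Their entries name 12736 symbols, of which 371 have several entries. Symbols were read from the files, 803 were filled in from the RefSeq annotation and 83 entries have none. The Entrez identifiers of the deposited tables did not match between tables (0 equal), so they were not used.

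Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes kept by filterByExpr (11123), TMM normalization, a robust quasi-likelihood fit of the 13 libraries by group and adjustment by Benjamini and Hochberg at 0.05. The biological coefficient of variation was 1.03. CPM are TMM-normalized count shares on edgeR's usual scale, and log2 CPM use a prior count of 2. Standard errors of log2 fold changes come from the same fit. Comparisons were 1 h with control, 6 h with control and 6 h with 1 h. Exact 2-sided permutation tests of log2 CPM were made for genes the paper names and for the mean level of each list, with a smallest p of 0.0286 for 4 against 4 and 0.00794 for 5 against 4 libraries.

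For gene groups, 41 lists were fixed, those of Fig 1B and Fig 1C taken from the paper and the rest written from general knowledge. Of the latter, 5 were on smooth muscle behaviour and others on inflammation, stress, growth and cell types. The 5 were tested with fgsea 1.28.0 on signed edgeR p-values with 10000 permutations, a preranked test as is the tool the paper used, and the others with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Members that changed were counted after adjustment over all genes and over the list alone, and a list needed 3 measured members. At 24 h, fgsea was run on the authors' p-values and camera on the authors' statistics, the latter chosen after the data were seen. Genes named in the text are those the paper names, up to 10 with the largest rise and the largest fall in each comparison with control and in 24 h against 6 h (adjusted p under 0.05, mean of at least 50 normalized counts, no overlap of groups), and up to 4 members of each list with the smallest p. Fig 1 had been seen when this rule was written.

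Alternatives were DESeq2 1.42.0 on the same genes, upper-quartile and library-total scaling, no filter, a filter of 50 counts in 4 libraries, the libraries of the 2 compared groups only, a log2 fold change of at least 1, the authors' p-values adjusted over the genes kept here, each library left out in turn, and for lists camera with an estimated correlation, fgsea on log2 fold changes, and fry, which tests a list against no change and not against other genes. Levels of the VSMC genes were also taken relative to lists of mural, endothelial and fibroblast genes. The following were added after the data were seen: fry for the 5 smooth muscle lists, leaving out graft 1 h replicate 2 and graft 6 h replicate 5, which stood apart on the second axis of a multidimensional scaling plot (4.61 and 1.74), symbols with 1 entry only, camera on the authors' statistics, and fgsea on the authors' log2 fold changes at 24 h.

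Total counts per library had a median of 9460394 in controls, 8187940 at 1 h and 10538349 at 6 h, and the correlation of log2 CPM between libraries of a group was 0.680 to 0.797. TMM factors were 1.09 to 1.20 in controls, 0.929 to 1.14 at 1 h and 0.769 to 0.953 at 6 h. A fold against a group with 1 to 3 counts is given as a ratio with a 95% counting interval, and a group with 0 counts was taken at a floor of 3 counts over the group. Intervals and floors cover counting error only, since PCR copies were not marked. On simulated data with planted changes, a 4-fold change was called in 16.4% of planted genes at 1 h and 13.4% at 6 h, a 16-fold change in 25.8% and 27.3%, with 1 and 2 false calls. Group labels were also permuted over the libraries, up to 100 splits. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 made tables and exact tests.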

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

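Of the tests in this part, those of blood cell dilution, of the share of smooth muscle cells, of lower expression within them, of little smooth muscle RNA and of smooth muscle content behind Cnn1 were chosen only after the result was seen.

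Contractile genes were lower at 24 h in the authors' deposited table, with a median log2 fold change of -1.80 over 27 genes. The 24 h samples carry another lane number than the controls, so lane and time cannot be told apart here. Dilution of vessel wall RNA by incoming blood cells would by itself lower endothelial genes alike. The median of 22 endothelial genes was -0.0820 (permutation of genes, p = 0.0102). Endothelial genes can themselves change with grafting, and their list was higher at 1 h by camera (adjusted p = 0.000197). The test takes them as otherwise unchanged, so it cannot exclude dilution. The fall was not confined to smooth muscle, with medians of -2.36 for fibroblast, -2.70 for adipocyte, -3.30 for cardiac muscle and -2.59 for mesothelium markers in the authors' deposited table. A smaller share of smooth muscle cells is consistent with the median of -1.30 over 13 mural cell genes outside the contractile apparatus. Lower expression within smooth muscle cells cannot be told apart from it, since the contractile median lay below the mural median by a difference of -0.49 (permutation of genes, p = 0.318).

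Smtn, Myh11 and Myocd had a mean under 2 normalized counts per entry in the authors' deposited table, although vena cava holds smooth muscle. The median was 534 normalized counts over 24 contractile genes with 1 entry, set against 2.38 over 10 with several. Among those with 1 entry, Acta2 was at 1317 and Tagln at 1403, but Kcnmb1 was at 16.17, Itga8 at 33.96 and Lmod1 at 37.27. The list is not limited to genes of smooth muscle alone, so its median cannot decide whether there was little smooth muscle RNA. Reads shared by several transcripts of a gene and left uncounted are a candidate explanation: 77.5% of 3588 symbols with several entries had a summed mean under 10, against 39.7% of 16579 symbols with 1 entry.

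Cnn1 counts differed widely between libraries of the same group, in controls from 1 to 598. Different smooth muscle content is argued against by the pooled within-group SD of log2 CPM, at most 0.56 for Acta2 and Tagln and 3.14 for Cnn1. Its spread lay at percentile 99 of 3791 genes of similar mean, above the limit of 95 set beforehand, but Cnn1 was picked for its spread, so this limit was wrong and decides nothing. Random gain or loss of transcripts in amplification therefore cannot be told apart from a difference between animals or in the wall segment taken, which was not tested.

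The true grouping gave more calls than any other split of the libraries tried. For 1 h against control it gave 126 genes (1 split of 35 as large, highest other 1), the smallest share that 35 splits allow. For 6 h against control it gave 798 (1 of 100, highest other 15) and for 6 h against 1 h 406 (1 of 100, highest other 6). Other splits mix libraries of both groups, which widens the spread within groups. The test concerns the number of calls, does not exclude chance for single genes and cannot separate lane from time at 1 h.

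Some libraries lay far from the others of their group. In mean log2 CPM of lists, graft 6 h replicate 1 was at 5.61 for positive regulators of SMC proliferation (others 5.25 to 5.29), and graft 6 h replicate 5 at 6.87 for fibroblast markers (7.05 to 7.12). Graft 1 h replicate 4 was at 4.14 for cytokines and chemokines (4.79 to 4.89), replicate 3 at 4.33 for platelet markers (5.96 to 6.19) and replicate 2 at 8.95 for adipocyte markers (8.32 to 8.40). In log2 CPM of single genes, control vena cava replicate 4 was at 2.06 for Sele (-2.26 to -1.74), at 3.33 for Il1b (-0.43 to 0.05) and at 2.67 for Tnf (others -2.26). Graft 1 h replicate 3 was at 6.81 for Icam1 (7.28 to 7.36), and replicate 2 at -2.26 for Ptprc (1.21 to 1.53). These are 10 of 90 groups tested. The rate of about 5% by chance holds for independent, normally distributed values and cannot be applied directly here. Tnf had 0 counts in every control library but replicate 4, and lists and single genes were taken from the same libraries.

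The change since grafting differed between 6 h and 1 h, tested directly, for Tagln (log2 -1.09, adjusted p = 0.0452), Acta2 (-1.42, adjusted p = 0.0327), Icam1 (1.63, adjusted p = 0.00435), Hif1a (2.75, adjusted p = 7.31e-05), Il6 (3.51, adjusted p = 3.27e-06) and Cxcl1 (3.46, adjusted p = 0.000561). The 1 h libraries carry another lane number, so lane and time cannot be told apart here, and Tagln and Acta2 lose this call without single libraries (adjusted p up to 0.132 and 0.109).

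Lists of smooth muscle, mural cells, growth factors, hypoxia, Fig 1C, and inflammatory cytokines and chemokines were set aside here. Outside them, 7 gene lists passed at 6 h also with an estimated correlation. Among these was endothelial activation, whose members Icam1 and Sele the paper reports. Median log2 fold changes were 3.20 for immediate early genes (adjusted p = 3.28e-05), 3.18 for endothelial activation (3.77e-05), 2.07 for glucocorticoid targets (0.00575), 0.95 for matrix remodelling (0.0101) and 1.40 for interferon response (0.0500). They were 3.93 for platelet markers (0.0500) and 8.98 for neutrophil markers (0.0500), the latter 7.95 with members of few control counts at their bound.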

How the results depend on the processing

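Settings without graft 1 h replicate 2 and graft 6 h replicate 5, with fry for smooth muscle lists, with symbols of 1 entry only, with camera on the authors' statistics, with fgsea on the authors' log2 fold changes at 24 h, and with levels relative to other lists between 1 h and 6 h were chosen only after the result was seen.

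Of the values of single genes and lists, 3044 kept their direction and their side of the threshold under the alternatives, 233 lost the threshold, 16 passed it and 36 reversed, and of the counts of genes and lists 154 stayed within 1.5 times and 35 moved. Genes changed were 334 at 1 h, 1604 at 6 h and 918 between 1 h and 6 h with DESeq2, and 327, 1580 and 943 with the authors' p-values over the genes kept here. Leaving out 1 library gave 228 to 325 genes between 1 h and 6 h. Other lists past the threshold fell to 9 at 1 h and 12 at 6 h with camera at an estimated correlation, and to 11 at 1 h with fry. Smooth muscle lists past it at 6 h went from 2 to 1 with camera at either correlation, camera on the authors' statistics, fgsea on log2 fold changes or on the authors' p-values, and without both libraries named above. It was also 1 with each single library left out (1 to 1), where camera replaced fgsea, and 5 with fry, which tests a list against no change. The VSMC quiescence genes called at 6 h went from 0 to 1 (Acta2) with DESeq2, library totals, upper-quartile normalization and the authors' p-values, and were 0 to 1 with 1 library left out. For all of these the cause was not tested.

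Reversals of the results given were as follows, with levels relative to lists taken for genes of Fig 1B and lists compared with control only. All were of values not called by edgeR or fgsea except those of Acta2 and Tagln from 1 h to 6 h, and for the others the cause was not tested. Without both libraries named above, Cnn1 from 1 h to 6 h was 0.35 and B2m at 1 h was -0.10. With library totals, Cald1 from 1 h to 6 h was -0.0147, B2m -0.11 at 1 h and -0.0308 at 6 h, and with upper-quartile normalization B2m at 1 h was -0.0224. Relative to the mural list, Acta2 at 6 h was 0.45, Tagln at 6 h 1.11 and Cald1 at 1 h -0.00731. From 1 h to 6 h, the difference in mean log2 CPM turned from -1.36 (exact p = 0.0238) to 0.44 (0.238) for Acta2, from -1.11 (0.00794) to 0.69 (0.103) for Tagln and from -0.64 to 1.16 for Cnn1 relative to the mural list, and to 0.23 for Cnn1 relative to fibroblast genes. These turns follow from the fall of the mural list, which moves every gene alike. Relative to endothelial genes Acta2 kept its fall (-1.05, exact p = 0.0159) and Tagln was at -0.80 (0.0556). Relative to endothelial genes at 1 h, Acta2 was -0.36 and Cald1 -0.37, and relative to fibroblast genes -0.15 and -0.17, with Tagln at 0.0130 at 6 h. Camera on the authors' statistics gave the contraction list at 24 h adjusted p = 0.975. With 1 library left out, Cnn1 ranged from -1.39 to 1.78 at 6 h and from -2.11 to 0.25 between 1 h and 6 h, and Ptprc from -0.40 to 0.86 between 1 h and 6 h. Pdgfb ranged from -0.76 to 0.73 at 1 h, from -0.99 to 0.18 at 6 h and from -0.91 to 0.15 between them, and B2m from -0.11 to 0.16 at 1 h.

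No paired analysis was possible because the groups share fewer than 2 animal numbers and the count columns carry only running numbers. Alternatives planned for normalized values were not run, since the files hold counts. In simulated data at this depth and number of libraries, 1.49% of planted 2-fold changes were called at 1 h and 0 of 67 at 6 h.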

Differences from the paper's values

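In this part, camera on the authors' statistics, behind the lowest value of the range for differentiation, was chosen only after the result was seen. The legend of Fig 1C names normal carotid arteries as the reference, whereas the folds here are over control vena cava. No fold read there by eye for bypass grafts at 1 h or 6 h was more than 1.5 times above or below the fold here. The paper marks Acta2 as lower than control vena cava at 6 h in Fig 1B. Here its log2 fold change was -1.12 with adjusted p = 0.0628 from edgeR, and an exact 2-sided permutation test of that gene alone gave p = 0.0238 (n = 5 and 4). Of the alternatives set before the data were examined, it passed with DESeq2, the paper's tool (adjusted p = 0.0181), with library totals (0.0137), with upper-quartile normalization (0.0388), with the authors' p-values over the genes kept here (0.00538), without control vena cava replicate 4 (0.0417) and without graft 6 h replicate 3 (0.0336), and not with the others (0.0539 to 0.198).

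Fig 1A marks every smooth muscle gene set it shows as changed at 1 h, and by the paper's methods it shows only sets that passed at any time point. The lists used here are other sets, not chosen by their result, and 4 of 5 passed at 1 h. The list of negative regulators of proliferation had adjusted p = 0.138 and passed under no alternative. At 6 h the figure marks positive regulation of proliferation alone. Here that list passed (adjusted p = 0.000636), and so did the list of differentiation and development (adjusted p = 0.0348, range over alternatives that test against other genes 0.0755 to 0.280). The discussion describes inflammation as highest at 6 h. In the authors' deposited table 4 of the 6 inflammatory genes of Fig 1C were lower at 24 h than at 6 h, while Il1b (-0.08, adjusted p = 0.977) and S100a9 (-0.10, adjusted p = 0.969) were not called.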

Other observations

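No test of an explanation was made in this part, and camera on the authors' statistics at 24 h was chosen only after the result was seen.

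Neutrophil and platelet markers rose with grafting. The counted transcript entry of Ptprc (NM_001111316), the gene of the leukocyte marker Cd45, was not higher. Its log2 CPM differed from control by -1.94 at 1 h (exact 2-sided permutation test, p = 0.171) and -2.45 at 6 h (exact p = 0.135). Its counts ran from 15 to 234 in controls, from 0 to 24 at 1 h and from 0 to 79 at 6 h. Reads shared by several transcripts of a gene may have been left uncounted, so these few counts cannot decide whether Ptprc as a gene changed. Of 22 neutrophil markers, 10 were higher at 1 h and 17 at 6 h by edgeR and none was lower (19 and 19 when adjusted over the list alone, adjusted p = 0.0167 and 0.0500 with an estimated correlation). Mmp8, a collagenase of neutrophil granules, was higher by 8.35 at 1 h (adjusted p = 6.30e-05) and 10.99 at 6 h (adjusted p = 2.76e-06), the latter 10.02 without graft 6 h replicate 5. S100a8 was higher by 9.02 at 1 h (adjusted p = 0.000365) and Il1r2, a decoy receptor, by 9.89 at 6 h (adjusted p = 2.10e-05). S100a8 was at 9.82 without control vena cava replicate 1, and Il1r2 at 10.56 without control vena cava replicate 2 and 9.00 without graft 6 h replicate 5. The mean log2 CPM of the list was 0.42 ± 0.70 (SD, n = 4) in controls, 5.36 ± 1.12 (SD, n = 4) at 1 h and 6.52 ± 1.57 (SD, n = 5) at 6 h (exact permutation p = 0.0286 and 0.00794). Of 14 platelet markers, 3 rose at 1 h and 9 at 6 h (10 and 12 when adjusted over the list alone, adjusted p = 0.0213 and 0.0500 with an estimated correlation), among them Ppbp (3.96, adjusted p = 0.00998, and 5.28, adjusted p = 0.000368). The others at 1 h were Gp6 and Gp9, the latter (adjusted p = 0.0460) between 0.0676 and 0.143 without any control or without graft 1 h replicate 1, 2 or 4. Pf4 was higher by 2.90 at 6 h (adjusted p = 0.00235). Without graft 6 h replicate 3, Pf4 was at 2.17 and Ppbp at 4.44, and without control vena cava replicate 3 Ppbp was at 4.58 and 5.90. At 24 h all 14 were higher in the authors' deposited table. B cell and T cell markers had 0 changed at 1 h and 0 at 6 h by edgeR and 0 by DESeq2, with 0 and 1 B cell genes and 1 and 0 T cell genes at an unadjusted p under 0.05. As lists they were lower by camera, B cell markers at 1 h and 6 h (adjusted p = 0.00476 and 0.00641) and T and NK cell markers at 1 h (0.0190), but not with an estimated correlation (0.422, 0.498 and 0.427).

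Immediate early genes were the group with most members higher at 1 h: 19 of 30, and 25 at 6 h, with none lower (28 and 28 when adjusted over the list alone, adjusted p = 3.19e-06 and 3.28e-05 with an estimated correlation). Btg2 was higher by 3.53 (adjusted p = 8.46e-08), Ier3 by 3.12 (adjusted p = 1.64e-07), Atf3 by 4.29 (adjusted p = 1.87e-07) and Zfp36, which speeds the decay of cytokine mRNA, by 4.83 at 1 h (adjusted p = 2.77e-07). Nr4a1, an orphan nuclear receptor, was higher by 2.55 at 1 h (adjusted p = 6.80e-05) and 2.01 at 6 h (adjusted p = 0.000136). From 6 h to 24 h, 15 of 32 fell in the authors' deposited table. Glucocorticoid targets had 6 of 16 higher at 1 h and 8 at 6 h, none lower (9 and 11 when adjusted over the list alone, adjusted p = 0.00350 with an estimated correlation at 1 h), with the metallothioneins Mt1 (2.52, adjusted p = 0.000284) and Mt2 (3.19, adjusted p = 0.000153) at 1 h. Of 28 hypoxia targets, 2 rose at 1 h and 5 at 6 h (4 and 6 when adjusted over the list alone, adjusted p = 0.276 and 0.0500 with an estimated correlation), among them Ndrg1 (1.85, adjusted p = 0.00267) and the glucose transporter gene Slc2a3 (4.16, adjusted p = 0.00323) at 6 h. Other members called included Adm and Slc2a1, the latter named after its values were seen. At 1 h they were Adm and Slc2a3 (3.70, adjusted p = 0.0273), the latter at 0.107, 0.0856, 0.0915 and 0.0536 without control vena cava replicate 1 or 2 or graft 1 h replicate 1 or 2. Without control vena cava replicate 4 Slc2a3 was at 4.67 at 1 h and 5.10 at 6 h. The median of the list at 1 h was 0.07 by DESeq2 and -0.04 with library totals. Tnf was not called at 6 h (4.30, adjusted p = 0.179), but DESeq2 called it (adjusted p = 0.0312) and so did edgeR without control vena cava replicate 4 (adjusted p = 0.00701, at least 233.1-fold over controls with 0 counts left), over a range of 0.00701 to 0.309.

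Part of the adipocyte markers were lower at 6 h. Of 17 adipocyte markers, 5 were lower and none was higher by edgeR (8 when adjusted over the list alone, adjusted p = 0.179 with an estimated correlation), among them Pck1 (-3.33, adjusted p = 0.000272), Aqp7 (-1.70, adjusted p = 0.000829) and Dgat2 (-1.75, adjusted p = 0.00360). The others were Lpl, at 0.0586, 0.0556 and 0.0756 without control vena cava replicates 1, 2 and 3 (-0.80, adjusted p = 0.0175), and Acsl1, named after its values were seen (-0.66, adjusted p = 0.0322), at 0.0501 to 0.122 without any 1 library other than graft 6 h replicate 2. The authors' deposited table has 16 lower at 24 h with a median of -2.70. Of 16 fibroblast markers, 1 was higher, Lox (3.81, adjusted p = 2.76e-06), and 2 were lower at 6 h (1 and 3 when adjusted over the list alone, adjusted p = 0.195 with an estimated correlation), namely Col3a1 (-1.50, adjusted p = 0.000979) and Igfbp6 (-1.02, adjusted p = 0.0231). Igfbp6 was at 0.0820, 0.0674, 0.0517 and 0.0537 without control vena cava replicates 1, 2 and 4 and graft 6 h replicate 4. Of 17 in the authors' deposited table, 11 were lower and 1 higher at 24 h. Cardiac muscle markers, which vena cava near the heart can hold, were lower there for 16 of 20 (median -3.30), with Actc1 at -5.44 (adjusted p = 1.69e-07). By edgeR they had 0 changed at 1 h and 0 at 6 h, with 0 and 1 at an unadjusted p under 0.05 and 0 and 1 by DESeq2. Respiratory chain genes were lower at 24 h for 21 of 32 in the authors' deposited table (median -1.13). By edgeR 0 of them changed at 1 h and 0 at 6 h, with 3 and 4 lower at an unadjusted p under 0.05 and 0 by DESeq2, while library totals gave 11 lower at 6 h. Erythroid markers were higher for 5 of 8 at 24 h in the authors' deposited table.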
